# Human embryonic stem cells extracellular vesicles and their effects on immortalized human retinal Müller cells

**DOI:** 10.1371/journal.pone.0194004

**Published:** 2018-03-14

**Authors:** Yingqian Peng, Edouard Baulier, Yifeng Ke, Alejandra Young, Novruz B. Ahmedli, Steven D. Schwartz, Debora B. Farber

## Abstract

Extracellular vesicles (EVs) released by virtually every cell of all organisms are involved in processes of intercellular communication through the delivery of their functional mRNAs, proteins and bioactive lipids. We previously demonstrated that mouse embryonic stem cell-released EVs (mESEVs) are able to transfer their content to different target retinal cells, inducing morphological and biochemical changes in them. The main objective of this paper is to characterize EVs derived from human embryonic stem cells (hESEVs) and investigate the effects that they have on cultured retinal glial, progenitor Müller cells, which are known to give rise to retinal neurons under specific conditions. This would allow us to establish if hESEVs have a pro-regenerative potential not yet described that could be used in the future for treatment of human retinal degenerative diseases. Initially, we showed that hESEVs are heterogeneous in size, contain mRNAs and proteins involved in the induction and maintenance of stem cell pluripotency and can be internalized by cultured Müller cells. After a single exposure to hESEVs these cells display changes in their gene expression profile, and with multiple exposures they de-differentiate and trans-differentiate into retinal neuronal precursors. hESEVs were then fractionated into microvesicles (MVs) and exosomes (EXOs), which were characterized by size, specific surface proteins and biochemical/molecular components. We demonstrate that despite the similar internalization of non-fractionated hESEVs, MVs and EXOs by Müller progenitor cells, *in vitro*, only the release of MVs’ cargo into the cells’ cytoplasm induces specific changes in their levels of pluripotency mRNAs and early retinal proteins. EXOs do not produce any detectable effect. Thus, we conclude that MVs and MVs-containing hESEVs are promising agents that possibly could promote the regeneration of diseased or damaged retinas *in vivo* through inducing glial Müller cells to become replacement neurons.

## Introduction

Extracellular vesicles (EVs), membranous vesicles limited by a lipid bilayer and containing hydrophilic soluble components [1], are released by virtually every cell of multicellular organisms, including stem cells, into their extracellular space [2]. EVs are heterogeneous in size and include microvesicles (MVs, ~100–1,000 nm diameter, shed from the plasma membrane) and exosomes (EXOs, ~20–120 nm diameter, endosomal origin). EVs can transfer their content to various cell types by first interacting with cell surface receptors and then releasing their luminal components (mRNAs, microRNA and proteins) into the cytosol of the targeted cells [3]. Because of this function, EVs are considered important regulators of cell-to-cell communication.

EVs are emerging as potent genetic information transfer agents underpinning a range of biological processes and demonstrating therapeutic potential for tissue regeneration in degenerative diseases of various organs such as kidney [4, 5], heart [6], liver [7] and lung [8, 9], and stimulating ocular [10, 11] and bone [12] restoration.

Cultures of spontaneously immortalized human retinal progenitor Müller cells, the main glial population of the retina [13], when exposed to mouse ESEVs (mESEVs) experience gene expression changes associated with de-differentiation and pluripotency induction as well as activation of an early retinogenic program of differentiation [11]. Thus, ESEVs may be promising therapeutic agents capable of stimulating Müller cells to rescue the morphology and function of degenerating or damaged retinas. As first step in exploring this hypothesis, we characterized human ESEVs (hESEVs) and two of their fractionated subpopulations, MVs and EXOs. We determined the size of these vesicles, their molecular and biochemical components, the surface proteins that can distinguish them, and assessed the effects they have on human Müller cells *in vitro*. Most interesting, we observed that hESEVs and MVs differ from EXOs in their transfer of mRNAs to cultured Müller cells and that continued exposure to hESEVs or MVs induces Müller cells to trans-differentiate into retinal neuronal precursors.

## Materials and methods

### Culture of Human embryonic stem cells (hESCs)

H9 hESCs were obtained from the UCLA Broad Stem Cell Research Center Core facility, expanded under serum- and feeder-free conditions in filtered (Corning filter system, 0.22 μm polyethersulfone membrane) mTeSR1 medium (Stem Cell Technologies, Vancouver, Canada), plated on T75 or T175 culture flasks coated with Matrigel (BD Biosciences, San Jose, CA) and cultured in a humidified 37°C, 5% CO2 incubator. The culture medium was changed daily and collected every 24 hours for ESEV isolation. hESCs were passaged using dispase (Stem Cell Technologies) every 5–6 days to maintain H9 colonies at 80% confluence in order to maximize ESEV yield. hESC colonies were inspected daily by microscopy for signs of differentiation.

### hESEV isolation

Culture medium from H9 hESCs maintained at 80% confluence was spun at 3,500g for 1 hour at 4°C to pellet debris, fragmented cells and apoptotic bodies. The supernatant was then spun at 200,000g for 3.5 hours (*k-*Factor 104.8) in a Type 50.2 TI rotor (Beckman Coulter, Brea, CA) at 4°C to pellet hESEVs.

To determine whether the hESC passage number (P) influenced the quality and quantity of hESEVs released, two T175 flasks of H9 hESCs at P38, P42, P46 and P50 were cultured following the same protocol. When cells reached 80% confluence, hESEVs were collected from the same amount of medium of each hESC passage and their total RNA was isolated using the mirVana miRNA Isolation Kit (Ambion, Waltham, MA).

### Fractionation of hESEVs

hESEVs were fractionated into apoptotic bodies, MVs and EXOs by differential centrifugation. The hESC culture medium was collected after 24 hours at 80% confluence and spun at 300g to pellet debris and fragmented cells. The supernatant was centrifuged at 2,800g for 40 minutes to separate apoptotic bodies, followed by two ultracentrifugation steps (Beckman 50.2 TI rotor), the first one at 16,500g (*k-*Factor 1270.5) for 1 hour at 4°C to pellet MVs and the last one at 120,000g (*k-*Factor 131) for 2 hours at 4°C for pelleting EXOs.

### Characterization of MVs and EXOs

#### a. Size determination using TEM

After collection, MVs and EXOs were washed with 5 ml filtered (0.1 μm Acrodisc syringe filter, Pall Corporation, Port Washington, NY) buffer solution (25 mM HEPES + 0.9% NaCl in water) and centrifuged again for 1 hour at 16,500g or 2 hours at 120,000g, respectively. MVs and EXOs were then suspended in 200 μl of the same buffer and 5 μl were placed on a formvar carbon-coated 200 mesh copper grid (EMS, Hatfield, PA) for 5 minutes. The grid was placed on top of a drop of 2% uranyl acetate solution (EMS) for 3 minutes and, after blotting the excess of uranyl acetate, it was dried at room temperature before imaging either with a FEI T12 transmission electron microscope (FEI Tecnai, Hillsboro, OR) under an acceleration of 120 kV or a JEM1200-EX (JEOL, Huntington Beach, CA) under an acceleration of 80 kV. The size of more than 100 MVs or EXOs from 3 independent collections was measured with this method.

#### b. Size determination using DLS

Pellets containing MVs or EXOs were re-suspended in 50 μl filtered (Corning filter system) PBS and 20 μl of each suspension, diluted 3 times to dissociate possible hESEV aggregates, were distributed between triplicate disposable micro-cuvettes (WYATT Technology, Santa Barbara, CA). MV and EXO sizes were determined by DLS recorded for 200 seconds at 25°C using the DynaPro NanoStar detector (WYATT Technology). Ten replicate measurements were obtained for each sample.

#### c. Quantitative PCR (qPCR) measurement of pluripotency-associated mRNAs levels

Total RNA of H9 hESCs as well as of human embryonic kidney cells (HEK293, ATCC, Manassas, VA) used as negative control, was isolated using the mirVana miRNA isolation kit and treated with TURBO DNAse (Ambion) to remove DNA traces. The RNAs (150 ng /sample) were converted to cDNAs using SuperScript III First-Strand Synthesis SuperMix for reverse transcription PCR (RT-PCR, Invitrogen, Thermo Fisher Scientific) following the company’s protocol. qPCR was then carried out to determine the levels of pluripotency-associated *OCT4*, *SOX2* and *NANOG* mRNAs in each of the samples. The 25 μl total volume reactions contained 12.5 μl Maxima SYBR Green qPCR Mastermix (2X, Thermo Fisher Scientific), 1 μl of each of the corresponding 10 μM forward and reverse human-specific primers (Table 1), 9.5 μl of water and 1 μl of cDNA (20 ng). Amplification was carried out using an Eppendorf Mastercycler RealPlex2 (Eppendorf, Hauppauge, NY) as follows: 95°C for 10 minutes, 45 cycles of 95°C for 30 seconds, 60°C for 30 seconds and 72°C for 45 seconds, ending with 72°C for 10 minutes followed by 37°C for 20 minutes. In each experiment, a sample without reverse transcriptase and a sample without template were included to demonstrate specificity and lack of DNA contamination. Fold-difference in H9 hESCs’ gene expression was calculated using the 2-ΔΔCt method for each mRNA tested compared to that in HEK293 cells. Three biological replicates were run in parallel for each sample.

**Table 1:** Human-specific primer pairs used to amplify the indicated mRNAs.

mRNA	Forward Primer	Reverse Primer
***OCT4***	CAGGGTTTTTGGGATTAAGTTCT	TGTGTCCCAGGCTTCTTTATTTA
***SOX2***	AAATGACAGCTGCAAAAGAGAAC	GATCTATACAAGGTCCATTCCCC
***NANOG***	CTGCCGTCTCTGGCTATAGATAA	CACAACCAACAAATTAGGGGAA
***GAPDH***	AAGCTCATTTCCTGGTATGACAA	TGGTTGAGCACAGGGTACTTTAT
***PAX6***	CGGAAGTGAACCTGATATGTCTC	AACAGCCATTTTTCTTTCTTTCC
***RAX***	AAACTGTCAGAGGAGGAACAGC	GACCTCTGGTAGGTTGACCTTG
***KLF4***	GGTACCAAACAAGGAAGCCA	TGCTTAAGGCATACTTGGGAA
***PI4K2A***	TAGTGCCATTGACCGAGTGA	CGGATGATGTAATCCAGCAC
***CECR7***	GAGGGTGCATCCTGAGAGAG	GATCGCCCACTGAAGTGAAT
***SLC7A3***	GCTATCTACTTCGGCTATGGGAT	CACATCCTTCACATCGTACAGAA

All primers were designed using Primer3 (http://simgene.com/Primer3) and synthesized by IDT, Coralville, IA.

#### d. Microarray hybridization and data analysis

Total RNA (200 ng) was profiled for each of three biological samples of hESEVs, MVs and EXOs at the UCLA Clinical Microarray Core facility using the Affymetrix® HG-U133 Plus 2.0 Arrays (Affymetrix, Santa Clara, CA) following the manufacturer’s instructions. Total RNA was first reverse-transcribed into cDNA and next, second strand cDNA was synthesized. Following *in vitro* transcription of the cDNA, 12.5 μg of amplified and purified RNA were labeled with biotin and fragmented prior to hybridization to the arrays, which was performed at 45°C for 16 hours in an Affymetrix hybridization oven. The arrays were then washed and stained with Streptavidin Phycoerythrin in the Affymetrix Fluidics station (model 450) and scanned with the Affymetrix 7G scanner. The Affymetrix GeneChip Command Console 4.0 (AGCC) was used for controlling the system and for acquisition of array images. Data was processed with Affymetrix MAS5 software, which includes scaling all probes to a target intensity (*TGT*) of *500*. Data was further analyzed with Partek Genomics Suite software. We used the RMA algorithm for data normalization. Thresholds for selecting genes expressed at much higher levels in MVs than EXOs or vice-versa were set at ≥ 2.0-fold difference and p<0.05. Global functional analyses, network analyses and canonical pathway analyses were performed using the Ingenuity Pathway Analysis (Ingenuity Systems, www.ingenuity.com). The accession number for the microarray data deposited in GEO is: GSE 102176.

#### e. Validation of microarrays results

RT-qPCR of total RNA from MVs, EXOs and hESEVs samples was carried out as described above (c) using specific primer pairs for the selected mRNAs to be evaluated (Table 1). Since microarray data showed *GAPDH* mRNA had a disparity in expression levels in MVs and EXOs, we could not use *GAPDH* mRNA as the endogenous control normalizer in comparative quantification experiments. Instead, we relied on adding equivalent amounts of RNA from MVs, EXOs and hESEVs samples in each experiment and used the non-fractionated hESEVs (which contain both MVs and EXOs) as normalizer. 

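GAPDH (gene ID 2597), an enzyme of glycolysis often used as a loading reference, gave a MAS5 signal of 73,592 ± 6,886 (mean ± SD, n = 3 arrays) in MVs and 5,598 ± 193 (n = 3) in EXOs. In non-fractionated hESEVs it was 22,666 ± 2,203 (n = 3). GAPDH mRNA was thus 13.1-fold higher in MVs than in EXOs on the scale of the authors' deposited intensities. In these, each array has the same mean signal once its lowest and highest 2% of probe sets are left out. ACTB (gene ID 60), which encodes the cytoskeletal protein β-actin, was 7.75-fold higher in MVs, with 44,141 ± 5,138 against 5,674 ± 200 in EXOs. PGK1, another glycolytic enzyme, was 7.15-fold higher in MVs (4,940.1 ± 191 against 692 ± 53.2). Its EXOs signal lay under 1,181, the EXOs background level taken from tissue-restricted genes, so that the size of this fold is uncertain. In a list of housekeeping genes, 8 of 11 measured members were higher in MVs (9 when adjusted over the list alone) and 3 did not pass the test, with a median log2 fold change, MVs minus EXOs, of 2.39 (camera adjusted p = 3.6e-09). The log2 fold change was 3.71 for GAPDH (standard error 0.11, adjusted p = 1.9e-07 from limma, two-sided) and 2.95 for ACTB (standard error 0.11, adjusted p = 4.6e-07). With quantile normalization between the arrays, the log2 fold change was 1.22 for GAPDH and 0.41, under 2-fold, for ACTB, and the median of the list was 1.22. With the probe sets of a gene averaged, that median was 1.12 and PGK1 had a log2 fold change of 1.24 in place of 2.84, or 1.28 without the probe sets marked as shared between transcripts. The array also carries control probe sets at both ends of the GAPDH mRNA. The control at the 3′ end was higher in MVs by a log2 fold change of 3.75 and the control at the 5′ end by 2.89, a difference of 0.86 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 arrays against 3 allow).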

Three biological replicates were run in parallel for each sample.

#### f. Western blot analysis

24 hours prior to the isolation of hESEVs, MVs and EXOs for Western blots, the mTeSR1 medium used for culturing H9 hESCs was replaced by TeSR-E8, a low-protein formulation medium (Stem Cells Technologies). For these experiments, the culture medium of 4 T175 flasks containing 80% confluent H9 cells was collected every 24 hours for 2 consecutive days. All vesicles and the H9 cells from which they originated were digested in RIPA buffer (20 mM Tris-HCL, 150 mM NaCl, 1% NP-40, 1% Na^+^ deoxycholate) with protease inhibitors cocktail (cOmplete mini, Roche, Basel, Switzerland) for 2 hours at 4°C. Protein concentration was assessed using the micro BCA kit (Thermo Fisher Scientific).

When Western blots were used to detect Müller cell proteins after treatment with hESEVs, protein concentration was estimated using the Bradford assay. For each experiment, 25–30 μg protein were denatured at 65°C for 10 minutes in reducing conditions and resolved on a 4–12% Bis-Tris SDS gel (Thermo Fisher Scientific) with MOPS buffer (Bioland Scientific, Paramount, CA). β-ACTIN or GAPDH was used as loading control. Proteins were then transferred to a PVDF membrane (Bio-Rad, Irvine, CA) and blocked 1 hour at room temperature with Odyssey PBS blocking buffer (Li-Cor Biosciences, Lincoln, NE). Membranes were sequentially incubated with antibodies against CD9, CD63, CD81, CD90, GAPDH, OCT4, SOX2 and β-ACTIN (Table 2), followed by the corresponding secondary antibodies (donkey anti-mouse, donkey anti-rabbit or donkey anti-mouse IR-Dye 670rd or 800cw, Li-Cor). Blotted membranes were imaged using the Odyssey CLX imaging system (Li-Cor).

**Table 2:** Antibodies list.

Target	Host	Clone	Brand/catalogue #	Application	Dilution
**CD9**	Rb	EPR2949	Abcam, ab92726	WB	1:1000
**CD63**	Rb	Polyclonal	Abcam, ab118307	WB	1:500
**CD81**	Ms	1.3.3.22	Thermo Fisher, MA5-13548	WB	1:100
**CD90**	Rb	EPR3132	Abcam, ab92574	WB	1:1000
**GAPDH**	Rb	FL-335	Santa Cruz, SC-25778	WB	1:2000
**OCT4**	Gt	Polyclonal	Abcam, ab27985	WB ICC	1:1000 1:500
**SOX2**	Rb	Polyclonal	Abcam, ab97959	WB ICC	1:200 (H9 cells & ESEVs) 1:1000 (Müller cells) 1 :1000
**β-ACTIN**	Ms	AC-15	Abcam, ab6276	WB	1:5000
**NANOG**	Rb	D73G4	Cell Signaling Technology, 4903	WB ICC	1:2000 1:400
**PAX6**	Ms	AD2.38	Abcam, ab78545	ICC	1:500
**TRA1-81**	Ms	tra-1-81	Thermo Fisher, MA1-024X	ICC	1:200
**VIMENTIN**	Ms	V9	Bio-Rad, MCA862	ICC	1:500

Primary antibodies for Western blots (WB) were diluted in PBS/Li-Cor blocking buffer containing 0.1% Tween 20. Primary antibodies for immunocytochemistry (ICC) were diluted with PBST containing 10% of the serum corresponding to the secondary antibody. Gt: Goat; Ms: mouse; Rb: Rabbit. For the staining of CD81, the samples were denatured in non reducing conditions prior to electrophoresis. The membrane was subsequently blocked in TBS/Li-Cor blocking buffer. The primary antibody against CD81 was diluted in TBS/Li-Cor blocking buffer containing 0.1% Tween 20.

A list of antibodies used for Western blots of hESEVs, MVs and EXOs, as well as for Müller cells that had been treated with these nanovesicles, is in Table 2.

### Culture of retinal Müller and embryonic kidney cells

The spontaneously immortalized human Moorfield/Institute of Ophthalmology-Müller 1 cell line (MIO-M1), initially derived from postmortem human retina, was established, characterized [14] and demonstrated to express markers of neural progenitors [15]. MIO-M1 Müller and HEK293 cells were cultured in 1X DMEM/F-12 (1:1) medium containing 2.5 mM L-glutamine, 15 mM HEPES (Thermo Scientific HyClone, Loughborough, UK) and 10% vol/vol fetal bovine serum (filtered, heat inactivated; Gemini Bioproducts, Sacramento, CA) in T175 flasks. Cells were kept in a humidified 5% CO2 incubator at 37°C until collection for RT-qPCR experiments.

### Cultured Müller cells uptake of MVs and EXOs detected by imaging flow cytometry

MVs and EXOs fractionated from the hESC medium of 1 T175 flask as described above were immediately re-suspended in tubes containing 1 ml of lipophilic carbocyanine DiO solution (5 μM, Thermo Fisher Scientific) and labeled for 30 minutes at room temperature. After adding 10 ml PBS to each tube, MVs or EXOs were collected after ultracentrifugation at 16,500g for 1 hour at 4°C and at 120,000g for 2 hours at 4°C, respectively. Müller cells were cultured in 6-well plates (100,000 cells/well) until they reached 50% confluence; then, the labeled MVs or EXOs were added (control Müller cells received Müller culture medium only). Cells were incubated for 8, 12, 24 and 36 hours. At the appropriate time, treated and control Müller cells were dissociated with 0.25% trypsin and re-suspended in 50 μl PBS for imaging on an ImageStream X MkII fIow-cytometer (Amnis Corporation, Seattle, WA). Channel 04 was used for collecting intensity-adjusted bright-field images, channel 02 for fluorescence images and channel 06 for side-scattered light. 488 nm and 785 nm lasers were activated for fluorescence and side-scatter, respectively. The laser power was 200 mV in channel 02 and 2 mV in channel 06. INSPIRE software was used with settings at 40X magnification and flow rate at low speed/high sensitivity. To determine the uptake of MVs or EXOs into single Müller cells, a scatter plot was created with cell area on the X- axis against aspect ratio (this is the Minor Axis divided by the Major Axis of cells, which describes how round or oblong the cells are) in the Y- axis. From this scatter plot, a small area and a high aspect ratio was selected to obtain a single cell. The IDEAS Analysis Software (Version 4.0) was used to analyze the data. First, a mask (it defines a specific area of an image to use for calculations) was created to localize whole cells. For this, we utilized the AdaptiveErode (a mask that identifies pixels that will form a circle that touch the input boundary of the object) to circle the cell. After that, spot count was added to the AdaptiveErode mask to count spots inside of the Müller cells and the intensity of the spots was measured.

### Treatment of Müller cells with H9 hESEVs, MVs or EXOs

Müller cells were plated on 6-well cell culture plates at 50,000 cells per well and allowed to reach 50–60% confluence prior to initiating hESEV treatments. For these, non-fractionated hESEVs pelleted by ultracentrifugation of media from 7 T75 flasks of H9 hESCs (passages 38 to 42), were each re-suspended in 3 ml of Müller cell medium and then added to 3 wells (treated cells). The other 3 wells received an equal volume of Müller cell medium (control cells). Cells were cultured in a humidified 5% CO2 incubator at 37°C for 8 hours, washed with ample PBS and their total RNA isolated and converted to cDNA for qPCR measurements. The same experiment was carried out incubating Müller cells with hESEVs for 24, 36 and 48 hours. The 24-hour incubation time was chosen to perform Western blot analyses of the treated and control Müller cells. In addition, similar experiments were performed replacing the hESEVs with MVs or EXOs obtained from media of 9 T175 flasks.

To determine the effect of repeated treatments of Müller cells, cultures were exposed to freshly isolated hESEVs every 48 hours using the same protocol up to 13 times. Control cells were subjected only to medium changes. Both treated and control cultures were passaged and split at a 1:3 ratio at the end of every second hESEV treatment. hESEVs, MVs and EXOs-exposed and control Müller cells were examined by microscopy after each treatment.

#### qPCR of Müller cell mRNAs

Human-specific primer pairs for *OCT4*, *SOX2*, *NANOG*, *PAX6* and *RAX* mRNAs (Table 1) and the SYBR Green I Master reaction mix (Thermo Fisher Scientific) were used for qPCR analysis of gene expression changes in Müller cells post-hESEVs, MVs or EXOs treatment. Amplification was detected with the LightCycler 480 System in treated and control Müller cells. All results were normalized to the human *GAPDH* mRNA. The relative change in gene expression was determined using the 2-ΔΔCt method of comparative quantification.

#### Immunocytochemistry

To investigate stem cell and retina cell-specific markers expressed in control and hESEVs-, MVs- or EXOs-treated Müller cells as well as to assess the stability of hESCs at different passages we used immunocytochemical methods and antibodies listed in Table 1. Control and 12-times treated with hESEVs, MVs or EXOs Müller cells were seeded on poly-D-lysine-coated (10 μg/ml, Sigma-Aldrich, St. Louis, MO) glass coverslips placed in 24-well culture plates. Cells were allowed to attach, and then the treated cells were exposed one more time to hESEVs, MVs or EXOs (13^th^ treatment). 24 hours later, hESEV-treated and control cells were rinsed with 0.01 M PBS and fixed for 10 minutes in ice-cold methanol, rinsed again in 0.01 M PBS and, depending on the secondary antibody used, blocked with 10% donkey or goat serum in PBST (0.01 M PBS + 0.1% Tween 20) for 1 hour at room temperature. Cells were incubated with primary antibodies (Table 2) overnight, at 4°C, followed by 1 to 2 hours incubation at room temperature with the appropriate secondary antibodies diluted 1:500 in PBST containing 10% serum and conjugated to Alexa Fluor 488, Alexa Fluor 568, or Alexa Fluor 594 (Molecular Probes/Thermo Fisher, Eugene, OR). Cells were then washed extensively with PBST and incubated with DAPI (Invitrogen). Coverslips were mounted on slides using Fluoromount-G (Southern Biotech, Birmingham, AL), allowed to dry, and images were obtained with an Olympus FluoView FV1000 confocal laser-scanning microscope using Olympus FluoView software for capture and processing (Olympus America, Center Valley, PA).

To assess the stability of H9 ESCs during their culture on T175 flasks under feeder-free and serum-free conditions, cells (passages P41 and P50) were cultured on Matrigel-coated coverslips in mTeSR1 medium for 2–3 days after passaging, rinsed in 0.01 M PBS, fixed for 15 minutes in 4% PFA at room temperature, and rinsed twice in 0.01 M PBS. The following steps of blocking, staining, mounting and imaging were conducted applying the same methods used for human Müller cells.

### Statistical analyses

When two groups were compared, unpaired Student’s t-test was used to assess significance of the difference between those groups. For the S1D Fig, the statistical analysis was performed using SAS, version 9.3. The RNA level in the 4 groups was compared using a repeated measures ANOVA model, and a p = 0.0008 was determined for the overall difference across all groups. Since this difference was statistically significant, a pairwise comparison between any two groups within the ANOVA model was also carried out.

## Results

### Cultured H9 hESCs maintain high levels of pluripotency mRNAs and proteins after many passages while hESEVs released from older H9 hESCs have lower levels of total RNA

Gene expression analysis performed on cultured human H9 ESCs from different passages (P38, P42, P46 and P50) showed that these cells have similar levels of pluripotency mRNAs *OCT4* (~2800-fold), *NANOG* (~800-fold) and *SOX2* (~14-fold) relative to the minimal detectable amounts present in negative control HEK293 cells (S1A Fig). Furthermore, incubation of fixed and blocked P41 and P50 H9 hESCs with antibodies against TRA 1–81, SOX2, OCT4 and NANOG (Table 2) showed high expression of these proteins in all cells (S1B and S1C Fig, respectively). This indicates that the H9 hESCs’ pluripotent state is preserved during the culture process. Interestingly, however, the S1D Fig shows that total RNA levels in hESEVs released from H9 hESCs at different passages remain stable between P38 and P42 (3000 ± 112 ng and 3104 ± 14 ng, respectively), but decrease at P46 (2064 ± 20 ng) and are quite lower at P50 (832 ± 40 ng). No RNA was found in the mTeSR1 medium in which the cells were cultured. Therefore, we only used passages earlier than P44 to conduct all experiments using hESEVs.

### Characterization of hESEVs

#### hESEVs contain pluripotency mRNAs

hESEVs derived from H9 hESCs contain *OCT4*, *SOX2* and *NANOG* mRNAs. To compare the levels of these mRNAs in hESEVs and hESCs, a similarly expressed housekeeping gene’s mRNA is needed as a normalizer. However, we found that the qPCR curves for *GAPDH* (Fig 1A) and β*-ACTIN* (not shown) mRNAs, obtained using the same amount of hESC and hESEV total RNA, had a higher Ct value (lower mRNA level) for hESEVs than for hESCs. Thus, these mRNAs could not be used for the comparative quantification of hESEVs’ and hESCs’ mRNAs. Instead, we determined the relative abundance of the 3 pluripotency mRNAs with RT-qPCR measurements using the same amount of hESC and hESEV total RNA and human-specific primer pairs for each mRNA (Table 1). *OCT4*, *NANOG* and *SOX2* mRNAs are present at higher levels in hESCs than in hESEVs (Fig 1B), with *SOX2* being the lowest of the three mRNAs in both samples. We then compared *OCT4/SOX2* and *NANOG/SOX2* mRNA ratios in hESCs and hESEVs. Our results show that *OCT4* mRNA level is 194 ± 15 –fold higher than that of *SOX2* mRNA in hESCs (Fig 1C) and 237 ± 55-fold higher than that of *SOX2* mRNA in hESEVs (Fig 1D), whereas *NANOG* mRNA levels are 20 ± 5 –fold higher in hESCs and 7 ± 1 –fold higher in hESEVs than the respective levels of *SOX2* mRNA (Fig 1C and 1D). The lack of statistically significant difference between the *OCT4* to *SOX2* mRNA relative abundance in hESCs and hESEVs suggests that *OCT4* and *SOX2* mRNAs are incorporated into the hESEVs in the same proportion as they are found in the hESCs. On the other hand, the *NANOG/SOX2* ratio is lower in hESEVs than in hESCs (Fig 1C and 1D), possibly indicating that *NANOG* mRNA is less stable in the hESEVs or selectively excluded from them as they are released from the hESCs. Thus, the *OCT4* mRNA level in hESCs is 10.49 ± 2.9– and in hESEVs 35.97 ± 1.99–fold higher than that of *NANOG* mRNA (Fig1E).

**Fig 1:**
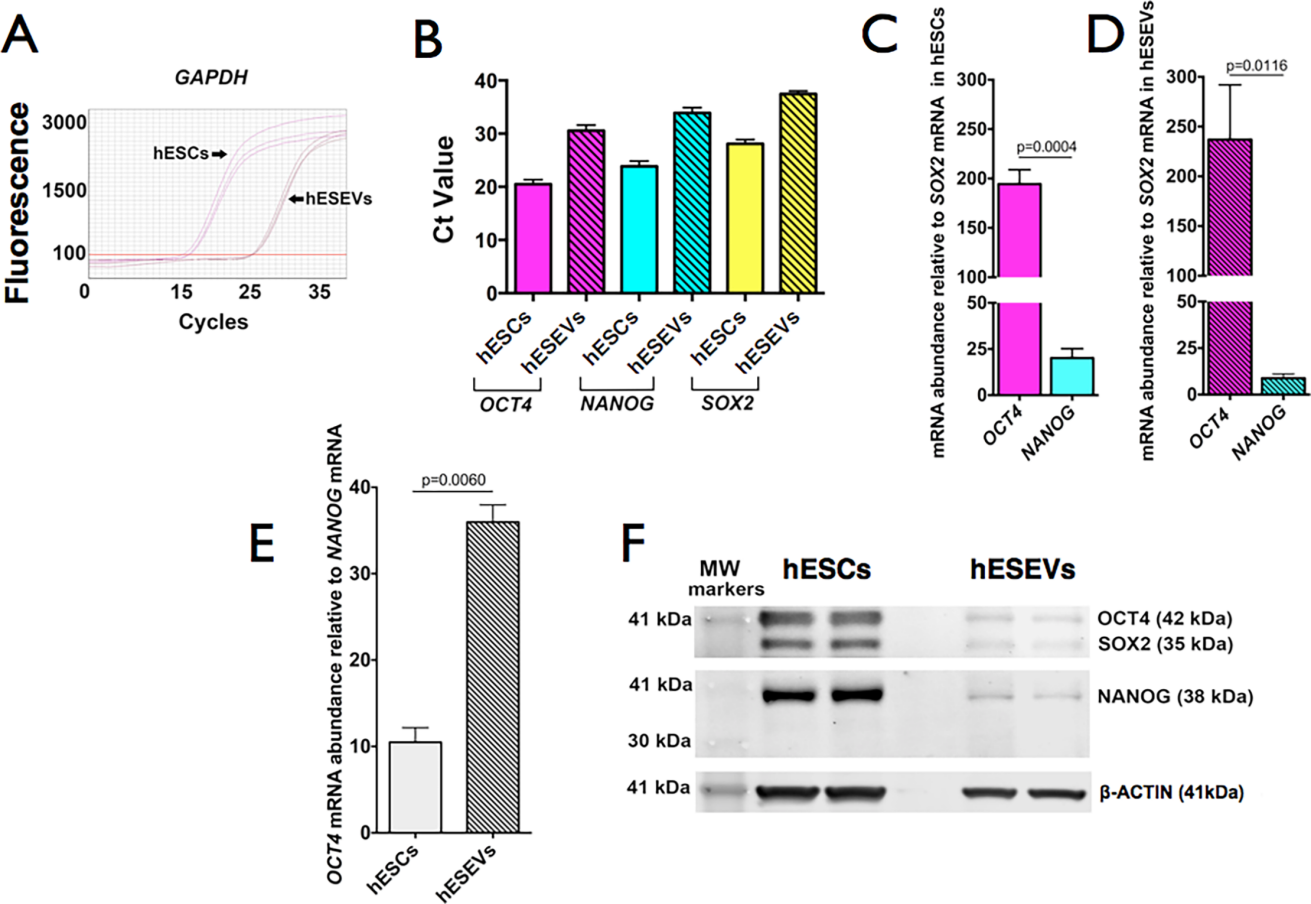
Expression levels of pluripotency mRNAs and proteins in hESCs and hESEVs. (A) qPCR amplification curves for *GAPDH* mRNA reveal much less expression in hESEVs compared with hESCs. (B) mRNAs for *OCT4*, *NANOG* and *SOX2* show higher Ct values for hESEVs than for hESCS. (C) Relative abundance of *OCT4* and *NANOG* mRNAs to *SOX2* mRNA in hESCs and (D) in their released hESEVs. (E) The OCT4/NANOG ratio is 3.5-fold higher in hESEVs than in hESCs. (B), (C), (D) and (E) bars represent the mean ± SEM from data of 3 different quantifications. p-values were calculated using the Student’s t-test. (F) Representative Western blot (n = 3) using similar amounts of protein from hESCs or hESEVs per lane and primary antibodies against OCT4, SOX2, NANOG and β-ACTIN proteins.

#### hESEVs carry pluripotency transcription factors OCT4, SOX2 and NANOG

Western blots show that the amount of SOX2, OCT4 and NANOG proteins is less in hESEVs than in hESCs (Fig 1F). The content of β-ACTIN is also different in hESEVs and hESCs; thus, it cannot be used as a normalizer in experiments that compare protein components of hESEVs and hESCs.

### Fractionation of hESEVs

hESEVs present in the conditioned medium of hESCs were fractionated by differential ultracentrifugation into MVs and EXOs, which were characterized by transmission electron microscopy (TEM), dynamic light scattering (DLS), Western blots, total RNA electrophoresis, microarrays of cDNAs and presence of surface marker proteins.

#### MV and EXO populations are heterogeneous in size

TEM showed that the diameter of MVs ranges from 96 nm to 1.1 μm. EXOs are much smaller, with diameters between 16 to 112 nm (Fig 2A). Both nanoparticle populations are distributed into two major groups (Fig 2B), MVs: ~ 200 and 600 nm and EXOs ~ 40 and 100 nm diameters. DLS confirmed the TEM results, showing two populations for each type of nanoparticles (Fig 2C): MVs, 138.7 ± 6.1 nm and 567.1 ± 76.5 nm and EXOs, 37.1 ± 6.7 nm and 103.7 ± 32.1 nm.

**Fig 2:**
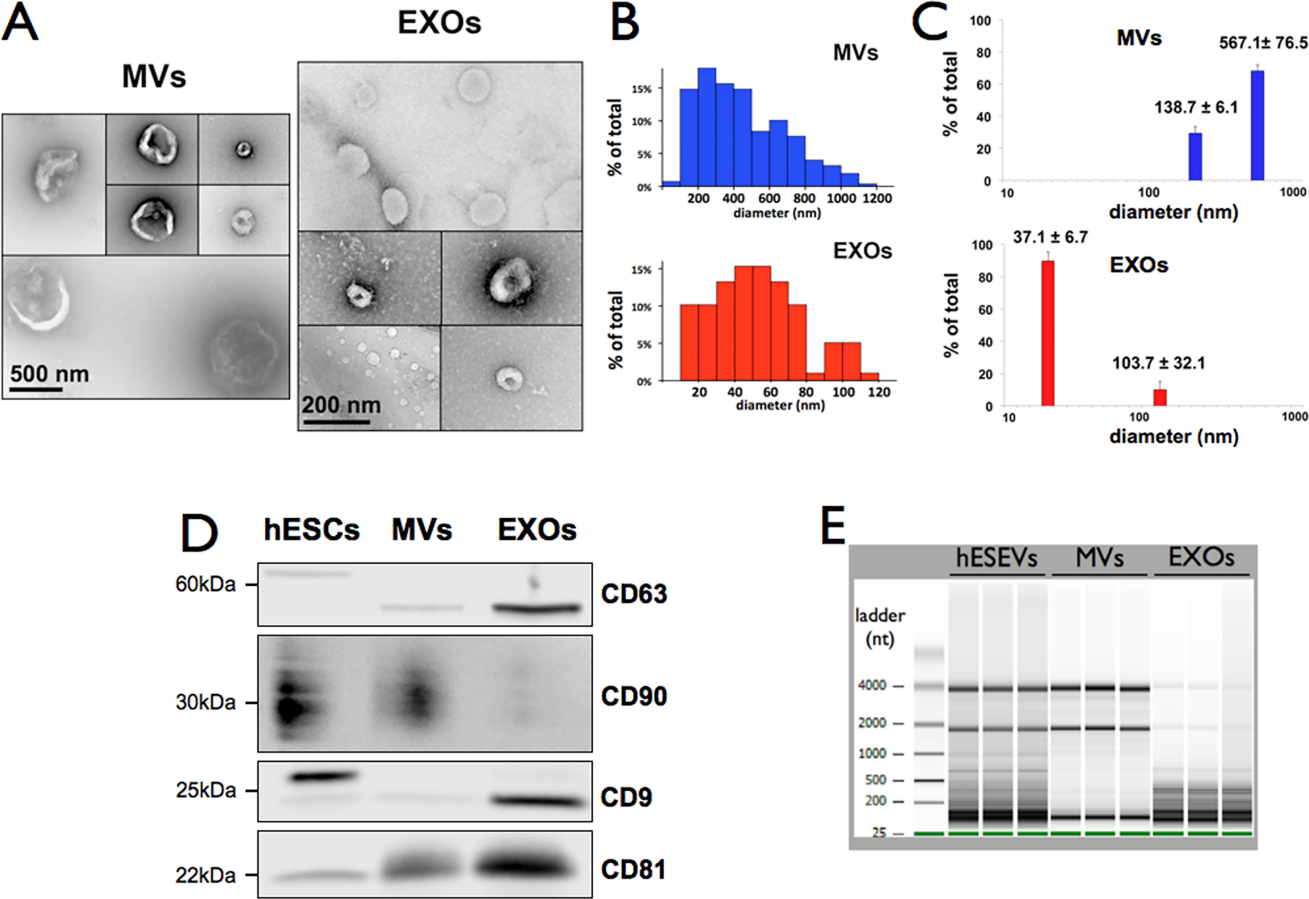
Size, markers and total RNA profiles of MVs and EXOs. (A) TEM images of H9 hESC-derived MVs and EXOs after negative staining with uranyl acetate. Scale bars: MVs, 500 nm and EXOs, 200 nm. (B) Bar graphs show vesicles’ size distribution (diameter) in the TEM images of MVs and EXOs from 3 independent hESEV fractionations. (C) Diameters of the two main MV and EXO populations from 3 independent hESEV fractionations recorded by light scattering. Numbers above bars are the mean ± SEM. (D) Representative Western blot of CD9, CD63, CD81 and CD90 in H9 hESCs and in the MVs and EXOs derived from them. (E) Electrophoresis of total RNA from hESEVs, MVs and EXOs.

#### MVs and EXOs show different expression of CD9, CD63, CD81 and CD90 surface markers

The tetraspanins CD9 and CD63 are exosomal markers that have different isoforms with distinct molecular weights: 22 to 27 kDa for CD9 [16, 17] and 26, ~53 and ~60 kDa for CD63 [18, 19]. CD81 is a tetraspanin detected in both MVs and EXOs, with higher expression in the latter [20]. CD90, also called THY-1, is a heavily glycosylated phosphatidylinositol (GPI)-anchored protein (molecular weight 25-35kDa [21]). Fig 2D shows that hESCs, used as positive control for MVs and EXOs, express CD9 (~27kDa isoform), CD63 (~61 kDa isoform), CD81 (~22 kDa) and CD90 (~29–35 kDa isoforms). MVs released by these cells contain CD81, but at lower level than EXOs, and are significantly enriched in CD90 when compared to EXOs. On the contrary, EXOs originating from the same hESCs are enriched in CD9 (~24 kDa isoform), CD63 (~56kDa isoform) and CD81 compared to MVs.

#### RNA expression patterns in MVs and EXOs are different

Electrophoresis of total RNA from H9 hESCs-derived MVs and EXOs showed that MVs have much longer RNAs than EXOs, the majority ~ 2000nt to 4000nt long, while EXOs are rich only in smaller RNAs, less than 500nt long (Fig 2E). In addition, both MVs and EXOs have a population of RNAs about 50nt long, most probably consisting of miRNAs. Non-fractionated hESEVs carry all RNAs found in MVs and EXOs.

#### Microarray analyses of genes from H9 hESCs-derived MVs and EXOs show that many of them are differentially expressed

Affimetrix HG-U133 Plus 2.0 Arrays were hybridized to RNA from MVs and EXOs released from three hESCs cultures. 

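H9 is an established line of human embryonic stem cells. RNA of the vesicles it released was profiled on 9 arrays: 3 of MVs, 3 of EXOs and 3 of non-fractionated hESEVs, with 200 ng of total RNA as starting material. MVs were pelleted at 16,500g for 1 hour and EXOs at 120,000g for 2 hours, after clearing spins at 300g and 2,800g, where the descriptions of the MVs samples give 200g for the first. For hESEVs the paper gives a pelleting spin of 200,000g for 3.5 hours after clearing at 3,500g, whereas the sample labels give 120,000g for 2 hours after clearing at 300g. The array measures each mRNA with probe sets, groups of short oligonucleotides that mostly match the 3′ end of a transcript. The authors summarised each probe set with the MAS5 software as an intensity on a linear scale and scaled every array to a target of 500. In the deposited values, the mean of each array without the lowest and highest 2% of its probe sets was 500. The RMA normalization that the paper names for its own comparison is not included in these values and was not repeated. The median signal was 358 to 365 on the MVs arrays, 422 to 429.7 on the EXOs arrays and 415 to 421 on the hESEVs arrays. Signals above 5,000 were reached by 881 to 918 probe sets in MVs, 272 to 295 in EXOs and 413 to 435 in hESEVs.

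Of the 54,675 probe sets, 62 controls were left out of the tests. Of the rest, 41,091 were paired with 1 gene by the array annotation, 1,801 with several genes and 11,721 with no single gene. The probe set with the highest mean represented each of 19,777 genes. Between 3.39% and 5.50% of the probe sets of an array lay under a signal of 32 and were raised to it before log2 was taken. MVs and EXOs were compared with limma, and a gene was called higher in 1 group at an adjusted p under 0.05 (Benjamini-Hochberg, two-sided) and a difference of at least 2-fold. These choices, 22 lists of genes by function and the rule for the genes named here were fixed before the data were examined. The number of arrays limits the precision: in simulated arrays with the spread of these, 90% of genes that differed by a log2 fold change of 3 were recovered, and 48% of those that differed by 1.5. In that simulation 200 genes were changed, where 2,841 were called in the data, so the rates may not hold for all genes here. The median log2 fold change of all genes, MVs minus EXOs, was -0.23, and centring every array on its median moves each value given here towards MVs by that amount.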

A Principal Component Analysis (PCA) plot based on the expression levels of 54,675 probesets gave a 3D visualization of the relationship between the samples and captured 78.5% of the overall variability observed in the experiment. This analysis also showed that global gene expression patterns in biological replicates of MVs and EXOs cluster separately, indicating a clear difference in the molecular composition of the two groups of nanoparticles (Fig 3A). 

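Transcripts for energy production were higher in MVs than in EXOs. All 7 measured RNAs encoded by the mitochondrial genome were higher in MVs (7 when adjusted over the list alone), with a median log2 fold change of 4.18 (camera adjusted p = 2.0e-13), or 1.79 with quantile normalization. ND4 (gene ID 4538), a subunit of respiratory complex I, had a signal of 95,429 ± 266 (mean ± SD, n = 3 arrays) in MVs and 4,179 ± 33.9 (n = 3) in EXOs. COX2 (gene ID 4513), here the mitochondrially encoded subunit of cytochrome c oxidase, had 142,642 ± 5,583 in MVs and 6,747 ± 437 in EXOs, a 21.2-fold difference. Of 68 measured nuclear genes for subunits of oxidative phosphorylation, 63 were higher in MVs (63 when adjusted over the list alone) and 5 did not pass the test, with a median of 3.04 (camera adjusted p = 1.2e-47), or 1.76 without the probe sets marked as shared between transcripts. Among them, ATP5ME, a subunit of ATP synthase, was 12.8-fold higher in MVs (standard error of the log2 fold change 0.11) and COX6A1, a subunit of cytochrome c oxidase, 15.5-fold (standard error 0.10). In glycolysis, 14 of 19 genes were higher in MVs (15, and 1 higher in EXOs, when adjusted over the list alone), with a median of 2.36 (camera adjusted p = 1.2e-13), or 1.27 with the probe sets of a gene averaged. The lactate dehydrogenase subunit LDHB was 13.6-fold higher in MVs (54,742 ± 6,413 against 4,023 ± 323) and the glucose transporter SLC2A3 11.3-fold. The log2 fold change of LDHB, 3.76, was 1.51 with quantile normalization, and averaging the probe sets of a gene brought SLC2A3 from 3.50 to 1.27 and COX6A1 from 3.95 to 1.73.

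Genes of proteins used as vesicle markers were divided. Of 24 measured, 10 were higher in MVs (10 when adjusted over the list alone) and 14 did not pass the test, with a median of 0.88 (camera adjusted p = 1.7e-05), or 0.52 without the shared probe sets. The tetraspanin CD63 was 7.88-fold higher in MVs (3,454 ± 345 against 502 ± 300.2) and the tetraspanin CD81 4.77-fold (2,076 ± 251 against 439 ± 86.3). Both EXOs signals lay under 1,181, the EXOs background level taken from tissue-restricted genes, so that the size of these folds is uncertain. CD9, also a tetraspanin, depended on its probe set: the one with the highest mean gave a log2 fold change of -0.49 (adjusted p = 0.16), and another was higher in MVs, with 1,268 ± 231 against 40.2 ± 3.53 in EXOs, where 32 is the value to which low signals were raised.

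In a PCA of the 6 arrays of MVs and EXOs, over the 54,534 probe sets that varied, the first component held 39.2% of the variance, the second 16.3% and the third 15.7%, together 71.1%. The MVs arrays lay between 121.8 and 143.5 on the first component and the EXOs arrays between -136.6 and -127.0. On the second component the EXOs arrays spread from -101.5 to 170.3 and the MVs arrays from -5.47 to 7.83. Components 4 and 5 held nearly as much of the variance, 14.8% and 14.1%, and the places of the arrays on them are not given here. The ranges on a single component thus do not measure how alike the replicates of a group are. Over all probe sets, Pearson's r between arrays averaged 0.824 within MVs and 0.766 within EXOs. The 3 arrays of each group did not overlap for 8,150 genes, 41.2% of those measured, where chance gives 10%. The paper reads the separate clusters of the replicates as a sign that MVs and EXOs clearly differ in molecular composition.

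**Figure D1:**
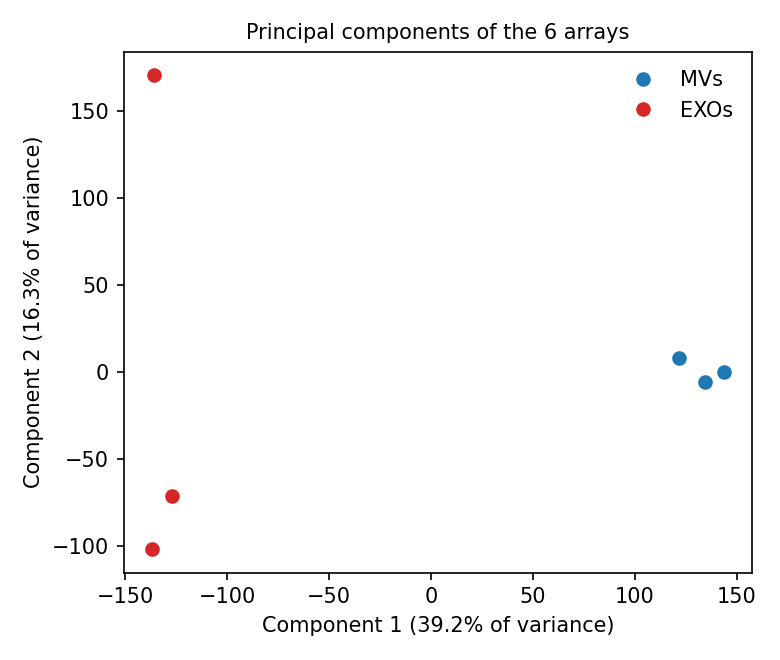
First and second principal component of the log2 MAS5 signals of MVs and EXOs, 1 point per array, with the share of the variance on each axis (39.2% and 16.3%). The MVs arrays lie to one side of the first component, from 121.8 to 143.5, and the EXOs arrays to the other, from -136.6 to -127.0.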

A hierarchical clustering heat map (Fig 3B) demonstrates distinctive patterns for MVs and EXOs and 3,274 differentially expressed genes (p-value lower than 0.05 and a minimum of 2-fold difference in expression). The majority of them (3,243) are present at higher levels in MVs than in EXOs; only 31 genes are at higher levels in EXOs than in MVs (right side of Fig 3B). 

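Of 19,777 genes tested, 2,293 were higher in MVs and 548 were higher in EXOs, so that 80.7% of the differences were towards MVs. Among the genes with large differences, NDUFA13 (gene ID 51079), a subunit of respiratory complex I, was 75.6-fold higher in MVs, with 14,759 ± 263 (mean ± SD, n = 3 arrays) against 204 ± 70.5 in EXOs (n = 3). The RNA-binding protein RBPMS2 (gene ID 348093) was 57.2-fold higher (6,515 ± 1,319 against 113 ± 17.4), the scaffold protein IQGAP2 43.0-fold (63,005 ± 1,326 against 1,468 ± 103) and the hexokinase HK1 42.7-fold (3,720 ± 593 against 87.1 ± 14.0). The prefoldin-like protein UXT was 86.1-fold higher in MVs, but its EXOs signal of 23.1 ± 12.3 lay under 32, so that the fold depends on the value to which low signals were raised. Averaging the probe sets of a gene brought the log2 fold change of IQGAP2 from 5.43 to 2.80.

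Among the genes higher in EXOs, INSM1 (gene ID 3642), a transcription factor of neuroendocrine differentiation, was 3.68-fold higher in EXOs (1,197 ± 124 against 336 ± 103 in MVs), the brain proteoglycan BCAN 3.21-fold (2,002 ± 510 against 613 ± 93.5), the non-coding RNA HCG22 3.02-fold (1,288 ± 158 against 430.2 ± 83.1) and the small GTPase RAB26 2.89-fold (1,391 ± 19.2 against 490.2 ± 109). The adenylyl cyclase ADCY6 had the largest of the named differences towards EXOs, 7.07-fold, but did not pass the test without EXOs replicate 1 (log2 fold change -2.45) or without EXOs replicate 3 (-2.79). Averaging the probe sets of a gene brought BCAN from -1.68 to 0.01 and RAB26 from -1.53 to -0.58, and leaving out probe sets marked as shared between transcripts brought INSM1 from -1.88 to -0.64, none of which passed the test. Protein-coding genes made up 98.6% of the genes higher in MVs and 74.6% of those higher in EXOs, against 83.5% of all genes. Long non-coding RNAs were 21 of the genes higher in MVs and 115 of those higher in EXOs.

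A list of 88 genes restricted to tissues such as liver, pancreas, muscle and blood gave the signal of genes that stem cells should hold at low levels or not at all. The 90th percentile of that list was a signal of 841 in MVs and 1,181 in EXOs, and 88.0% of the genes higher in MVs but 24.3% of those higher in EXOs lay above it. Of the genes higher in MVs, 84.6% had an EXOs mean under that level, NDUFA13, RBPMS2 and HK1 among them, so that the size of their folds rests on EXOs signals not above it, as the folds of INSM1, BCAN, HCG22, RAB26 and ADCY6 rest on MVs signals under the level in MVs. In that list 3 genes were higher in MVs and 4 in EXOs (3 and 3 when adjusted over the list alone), with a median log2 fold change of -0.49 (camera adjusted p = 0.010), a call that was lost without the probe sets marked as shared between transcripts (adjusted p = 0.082; 0.0041 to 0.082 over all alternatives). Higher in MVs were KRT10, FABP6 and ACTA1, and higher in EXOs were TTR, SFTPC, MUC2 and PDE6B, of which ACTA1, MUC2 and PDE6B were chosen after their values were seen. SFTPC (log2 fold change -1.90) did not pass the test without EXOs replicate 1, 2 or 3 (-1.98, -1.94 and -1.78), TTR (-2.35) without EXOs replicate 1 or 2 (-2.19 and -2.38), and FABP6 (3.49) without MVs replicate 2 or EXOs replicate 1 (3.24 and 3.06), nor did SFTPC (-0.78) and FABP6 (1.14) with their probe sets averaged. The count of genes higher in EXOs was 174 with each array centred on its median, 850 with quantile normalization, and 320, 354 and 364 without EXOs replicates 1, 2 and 3. The control probe sets of ACTB differed between its ends: the 3′ control was higher in MVs by a log2 fold change of 3.20 and the 5′ control by 1.24, a difference of 1.96 (exact permutation test, two-sided, p = 0.1, the smallest p possible).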

Given our interest in eye diseases, we selected from the differentially expressed genes those that are known to be present in ocular tissues, and used dot plots to visualize their mRNA levels in MVs and EXOs. 

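Among 16 measured genes of the early retina and of Müller cells, 4 were higher in MVs than in EXOs. The intermediate filaments nestin (NES, gene ID 10763) and vimentin (VIM, gene ID 7431), found in neural progenitors and in Müller cells, were 28.3-fold and 8.27-fold higher in MVs, with signals of 5,425 ± 800.1 (mean ± SD, n = 3 arrays) against 223 ± 141 in EXOs (n = 3) and 3,231 ± 299 against 394 ± 71.7, where the EXOs signals lay under the level of tissue-restricted genes (1,181), so that the size of the folds is uncertain. The Notch target HES1 (2,092 ± 223 against 420.0 ± 38.6) and glutamine synthetase, GLUL (3,592 ± 214 against 952 ± 320.3), were also higher in MVs. The transcription factor SIX6, chosen after its value was seen, was higher in EXOs, with a log2 fold change, MVs minus EXOs, of -1.73. PAX6 (211 ± 91.5 in MVs and 218 ± 177 in EXOs) and RAX (102 ± 23.8 and 114 ± 60.4), transcription factors of the eye field, did not pass the test (adjusted p = 0.89 and 0.95 from limma, two-sided). Adjusted over the list alone, 4 genes were higher in MVs and 3 in EXOs, and the list as a whole did not pass, with a median of 0.01 and a camera adjusted p of 0.31. Averaging the probe sets of a gene brought NES from a log2 fold change of 4.82 to 2.50, VIM from 3.05 to 1.26, PAX6 from 0.17 to -0.89 and the median of the list to -0.38, and leaving out 1 replicate brought that median to between -0.13 and 0.12. Over genes above the median signal alone, the median of the list was 1.98, and the list did not pass (camera adjusted p = 0.060). Without the probe sets marked as shared between transcripts, HES1 (1.21) did not pass the test, GLUL was lower in MVs (-1.08) and the median was -0.24, and RAX turned from -0.06 to 0.074 with quantile normalization.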

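Of the transcription factors that sustain the pluripotent state, SOX2 (gene ID 6657) was 3.69-fold higher in MVs than in EXOs, with a signal of 3,655 ± 725 (mean ± SD, n = 3 arrays) against 1,044 ± 412 (n = 3), and NANOG (gene ID 79923) 2.92-fold, with 3,725 ± 338 against 1,278 ± 142. SLC7A3 (gene ID 84889), a transporter of cationic amino acids, was 7.97-fold higher in MVs, with 4,901 ± 436 against 639 ± 222. THY1 (gene ID 7070), which encodes the surface protein CD90, was 6.34-fold higher in MVs, with 3,329 ± 338 against 568 ± 292. The EXOs signals of SOX2, SLC7A3 and THY1 lay under the level of tissue-restricted genes in EXOs (1,181), so that the size of these folds is uncertain. KLF4 (gene ID 9314), a transcription factor of cell reprogramming, went the other way and was 2.24-fold higher in EXOs, with 2,438 ± 266 against 1,097 ± 217 in MVs. The lipid kinase PI4K2A (gene ID 55361) had 1,767 ± 294 in EXOs and 923 ± 186 in MVs, a 1.93-fold difference (adjusted p = 0.012) that stayed under the 2-fold threshold. The non-coding RNA CECR7 (gene ID 100130418) had 300.1 ± 124 in EXOs and 172 ± 86.1 in MVs, and the difference did not pass the test (adjusted p = 0.35). The adjusted p from limma (two-sided) was 0.0037 for SOX2, 5.0e-05 for NANOG, 4.3e-05 for SLC7A3, 5.0e-04 for THY1 and 0.0019 for KLF4.

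Probe sets of a gene did not always give the same fold. A second probe set of SOX2 was 6.57-fold higher in MVs and another 2.14-fold higher in EXOs. A further one, with signals of 33.5 in MVs and 116 in EXOs, was 2.38-fold higher in EXOs and did not pass the test. The average of all probe sets of SOX2 had a log2 fold change of 0.56, which did not pass the test. Another probe set of THY1 was 2.91-fold higher in MVs, and another of PI4K2A 3.01-fold higher in EXOs, which passed the test over all probe sets. Further ones did not: THY1 was 1.31-fold higher in MVs, PI4K2A 1.46-fold higher in EXOs, and NANOG and KLF4 had log2 fold changes of 0.58 and 0.52 towards MVs. KLF4 stayed under the threshold when its probe sets were averaged (log2 fold change -0.32) or each array was centred on its median (-0.93), and NANOG with quantile normalization (0.95). With quantile normalization KLF4 moved further towards EXOs, to a log2 fold change of -1.86. OCT4 and HOXA3 were not analysed here, the former because its probe set is paired with several genes.

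**Figure D2:**
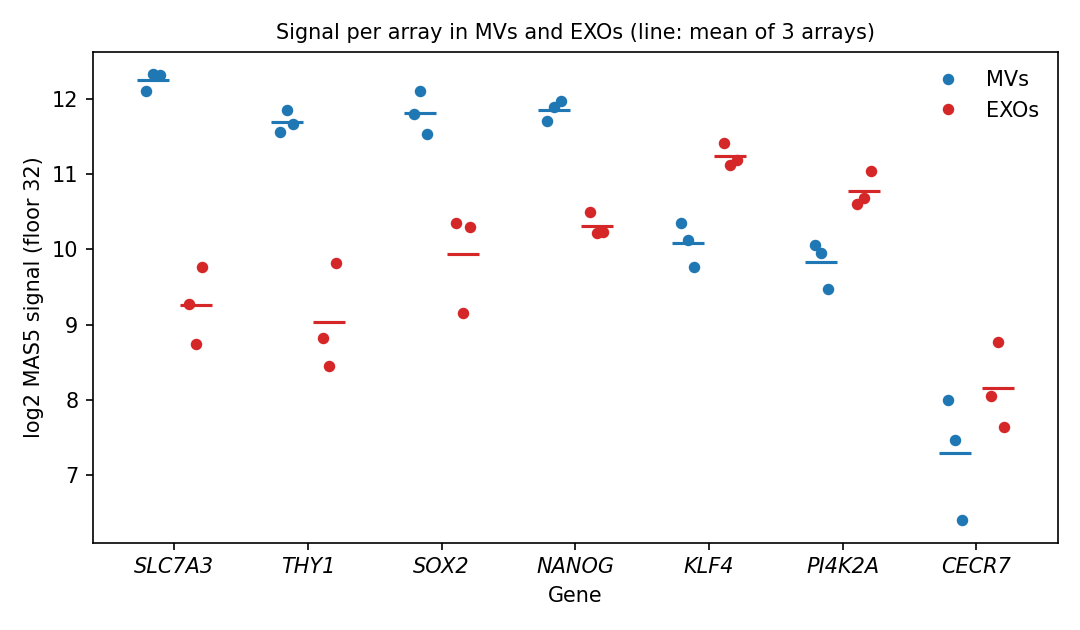
Log2 MAS5 signal of SLC7A3, THY1, SOX2, NANOG, KLF4, PI4K2A and CECR7 on each array of MVs and EXOs, 1 point per array, with a line at the mean of 3. SLC7A3 differs by 7.97-fold towards MVs, KLF4 by 2.24-fold towards EXOs, and the arrays of CECR7 overlap. None of these directions flips with quantile normalization. Median centring and the match on spike-ins cannot decide this, since they move the groups by a log2 of only 0.23 and 0.04.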

The upper and lower panels of Fig 3C show as examples dot plots of *KLF4*, *HOXA3*, *PI4K2A* and *CECR7* mRNAs, which are 2.0-, 2.2-, 2.6- and 2.0-fold higher in EXOs than in MVs, and of *OCT4*, *SOX2*, *NANOG*, *SLC7A3* and *THY-1* mRNAs, which are 4.2-, 5.5-, 3.3-, 13.1-, and 2.8-fold higher in MVs than in EXOs. 

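The spread of the triplicates differed by gene and by vesicle type. NANOG varied little, with an SD of the log2 signal of 0.13 across the MVs arrays and 0.16 across the EXOs arrays (n = 3 each). SLC7A3 and THY1 varied little in MVs (0.13 and 0.14) and more in EXOs (0.51 and 0.70), where their signal was lower, and SOX2 had 0.29 in MVs and 0.68 in EXOs. KLF4 had 0.29 and 0.15, and PI4K2A 0.31 and 0.23. CECR7 varied most among these genes in MVs, with 0.82, against 0.58 in EXOs. Set against this spread, the log2 fold change of NANOG, 1.54, had a standard error of 0.13, that of SLC7A3, 3.00, a standard error of 0.24, that of THY1, 2.66, a standard error of 0.32, and that of SOX2, 1.88, a standard error of 0.31. For KLF4 (-1.17) it was 0.17, for PI4K2A (-0.95) 0.20 and for CECR7 (-0.86) 0.61. The EXOs and MVs arrays did not overlap for any of these genes except CECR7, where chance alone separates 10% of genes. Over all probe sets, Pearson's r between arrays averaged 0.824 within MVs, 0.766 within EXOs and 0.656 between an MVs and an EXOs array. These correlations run across probe sets, which are not independent replicates.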

Most of the triplicates are very close to each other, demonstrating a low experimental variability and making the difference of expression level in these genes significant.

**Fig 3:**
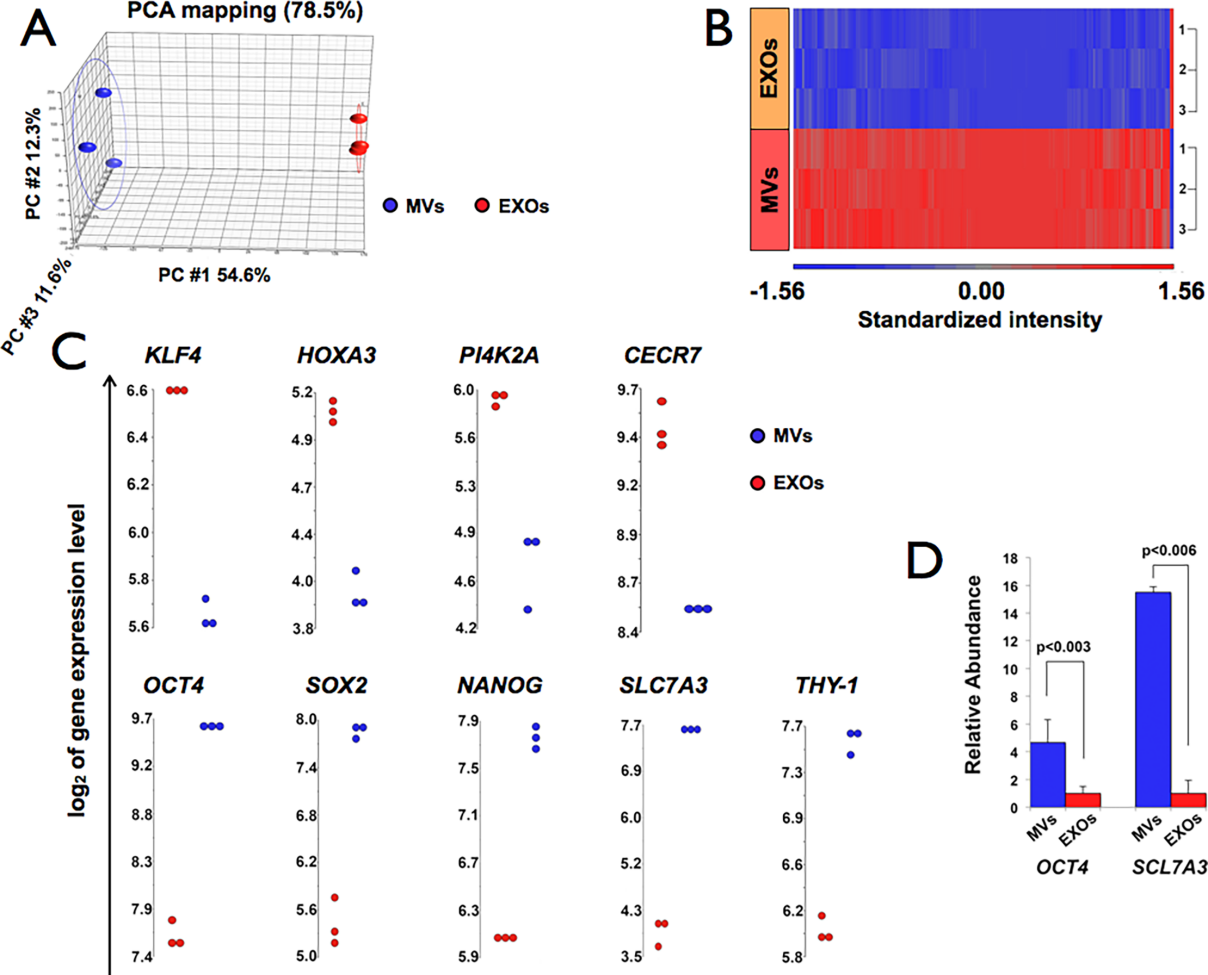
Microarray analyses of genes from H9 hESCs-derived MVs and EXOs. **(**A) Principal Component Analysis (PCA) shows differential expression levels of transcripts in MVs (blue spheres) *vs* EXOs (red spheres); (n = 3). Each dot represents a sample. PC: Principal Component. (B) Heat map representation of hierarchical clustering of 6 samples (3 of MVs and 3 of EXOs). Rows represent samples tested and columns, single genes. Red indicates higher and blue lower level of expression relative to the sample mean. (C) Dot plots of some significantly, differentially expressed genes in MVs and EXOs. Each dot plot shows the distribution of intensities for a single gene across all samples; each dot represents a sample. All analyses were done using the Partek Genomics Suite software. (D) qPCR analysis of two of the microarray-identified genes (*OCT4* and *SLC7A3)*, which were expressed at higher levels in MVs than in EXOs. Blue bars represent the mean of the relative abundance in MVs to EXOs and error bars are the SEM. p-values are shown in the figure; n = 3 in each group.

#### Validation of microarray results

RT-qPCR of mRNAs for which we had obtained dot blots (see Table 1 for primer pairs used) was carried out to validate the results obtained with the microarray experiments. Fig 3D shows that *OCT4* and *SLC7A3* mRNAs are ~4.4- and 15.5–fold higher in MVs than EXOs, respectively, similar to the levels determined by microarrays.

#### Gene ontology analysis

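Genes for protein synthesis, RNA handling and cell division were higher in MVs than in EXOs, and a few developmental genes were higher in EXOs. Of 53 measured proteins of the cytosolic ribosome, 52 had a higher mRNA in MVs (52 when adjusted over the list alone), with a median log2 fold change of 3.71 (camera adjusted p = 2.0e-64), or 1.36 with quantile normalization. Camera p-values here take a preset correlation between genes of 0.01, and their size does not measure the evidence of 3 arrays against 3. Between MVs and EXOs, 2 of 10 splits of the arrays, the real one included, called as many lists (16). For the cytosolic ribosome list the estimated correlation was 0.23, and the camera adjusted p with it was 0.0094. Without the probe sets marked as shared between transcripts, 13 of 30 measured genes of this list were higher in MVs and the median was 0.80, under 2-fold. RPL36 (gene ID 25873) had a signal of 51,381 ± 2,194 (mean ± SD, n = 3 arrays) in MVs and 2,664 ± 170.2 (n = 3) in EXOs, and RPL30 (gene ID 6156) 87,615 ± 2,613 and 4,829 ± 391. For the mitochondrial ribosome, 53 of 68 genes were higher in MVs (56 when adjusted over the list alone), with a median of 1.96 (camera adjusted p = 2.1e-24). MRPL51 was 5.11-fold higher.

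In RNA splicing, 43 of 57 genes were higher in MVs and SF3B2, chosen after its value was seen, was higher in EXOs with a log2 fold change of -1.02 (45 and 1 when adjusted over the list alone), and the median was 2.31 (camera adjusted p = 7.3e-27), or 1.30 with the probe sets of a gene averaged and 0.78, under 2-fold, without the shared probe sets. SNRPD2, a core protein of the spliceosome, was 25.6-fold higher in MVs (30,296 ± 2,794 against 1,187 ± 152). In RNA export and trafficking, 14 of 34 genes were higher in MVs (15 when adjusted over the list alone) and 20 did not pass the test, with a median of 1.15 (camera adjusted p = 2.4e-07), or 0.81 without the shared probe sets and 0.48 with every probe set alone. The GTPase RAN, which drives nuclear transport, was 18.4-fold higher (11,282 ± 759 against 636 ± 201) and the export adaptor ALYREF 5.49-fold. The EXOs signal of RAN lay under the level of tissue-restricted genes in EXOs (1,181), so that the size of its fold is uncertain. Of 42 cell cycle genes, 25 were higher in MVs (26 when adjusted over the list alone), with a median of 1.44 (camera adjusted p = 2.5e-15), or 0.99 with the probe sets of a gene averaged and 0.86 with every probe set alone. Examples are the kinetochore motor CENPE, with 9,838 ± 367 in MVs and 691 ± 35.5 in EXOs, and the replication clamp PCNA, 7.23-fold.

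Among genes of embryonic development, 14 of 25 pluripotency genes were higher in MVs and NODAL, chosen after its value was seen, was higher in EXOs with a log2 fold change of -1.13 (15 and 1 when adjusted over the list alone). The mean log2 fold change of the list was 1.33 (camera adjusted p = 1.6e-10). The RNA-binding proteins LIN28A and L1TD1 were 6.83-fold (17,754 ± 1,339.8 against 2,599.7 ± 204) and 5.78-fold higher in MVs, with log2 fold changes of 1.11 and 1.39 with quantile normalization. Genes of early germ layer differentiation went the other way: 5 of 19 were higher in EXOs (5 when adjusted over the list alone) and the median was -0.72 (camera adjusted p = 0.017), and this call was lost with an estimated correlation (adjusted p = 0.094). The 5 were EOMES and HAND1, transcription factors of mesoderm, the chemokine receptor CXCR4, SOX1, and the keratin KRT5, which was chosen after its value was seen. EOMES was 2.66-fold higher in EXOs (1,143 ± 153 against 436 ± 105) and HAND1 2.44-fold (1,005 ± 68.3 against 414 ± 66.2), signals that lay under the level of tissue-restricted genes in EXOs. Without EXOs replicate 1, the call of this list was lost (adjusted p = 0.090; 0.0067 to 0.13 over all alternatives), as it was without the shared probe sets (0.13, with a median of -0.70). The median was -0.50 without EXOs replicate 1 and -0.42 without EXOs replicate 2, where the call was kept (camera adjusted p = 0.017). SOX1, with a log2 fold change of -2.03, was not called under 13 of 15 alternatives, among them those without MVs replicate 1, 2 or 3 (-1.53, -2.31 and -2.24) or EXOs replicate 1, 2 or 3 (0.88, -0.42 and -1.85), and without MVs replicate 1 CXCR4 had -0.99 in place of -1.08, under 2-fold, as with median centring (-0.84), and was not called without the shared probe sets (-2.00).

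Of 28 HOX genes, which pattern the body axis, 4 were higher in EXOs (5 when adjusted over the list alone), with a median of -0.80 (camera adjusted p = 2.9e-04). They were HOXD1 and, chosen after their values were seen, HOXB4, HOXB6 and HOXD4. The median EXOs log2 signal of the HOX list, 9.19, lay under the level of tissue-restricted genes, 10.21, as did the means of these genes other than HOXD1, and the tissue-restricted list itself had a median log2 fold change of -0.49. HOXD1 was 2.11-fold higher in EXOs, but at a log2 fold change of -0.99, under 2-fold, without EXOs replicate 1, at -0.85 with median centring, at -0.25 with its probe sets averaged, and at 0.57 without the shared ones. Of 9 partners in reprogramming, MYCN was higher in MVs and KLF4 in EXOs (2 and 1 when adjusted over the list alone), with a median of -0.38 (camera adjusted p = 0.41). MYCN had 1.91, but -0.19 with its probe sets averaged and -0.23 without the shared ones. Of all 22 lists, camera called 13 higher in MVs and 3 higher in EXOs. With an estimated correlation it called 13 and 2. The largest shifts towards MVs were in the lists with the highest median MVs log2 signal: cytosolic ribosome (16.3), mitochondrially encoded RNAs (15.8) and nuclear oxidative phosphorylation (12.5). The lists called higher in EXOs had 8.05 (HOX), 8.37 (germ layers) and 8.18 (tissue-restricted). Apart from a filter on low signals, no list was compared with genes of like signal, so function and signal level cannot be told apart.

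**Figure D3:**
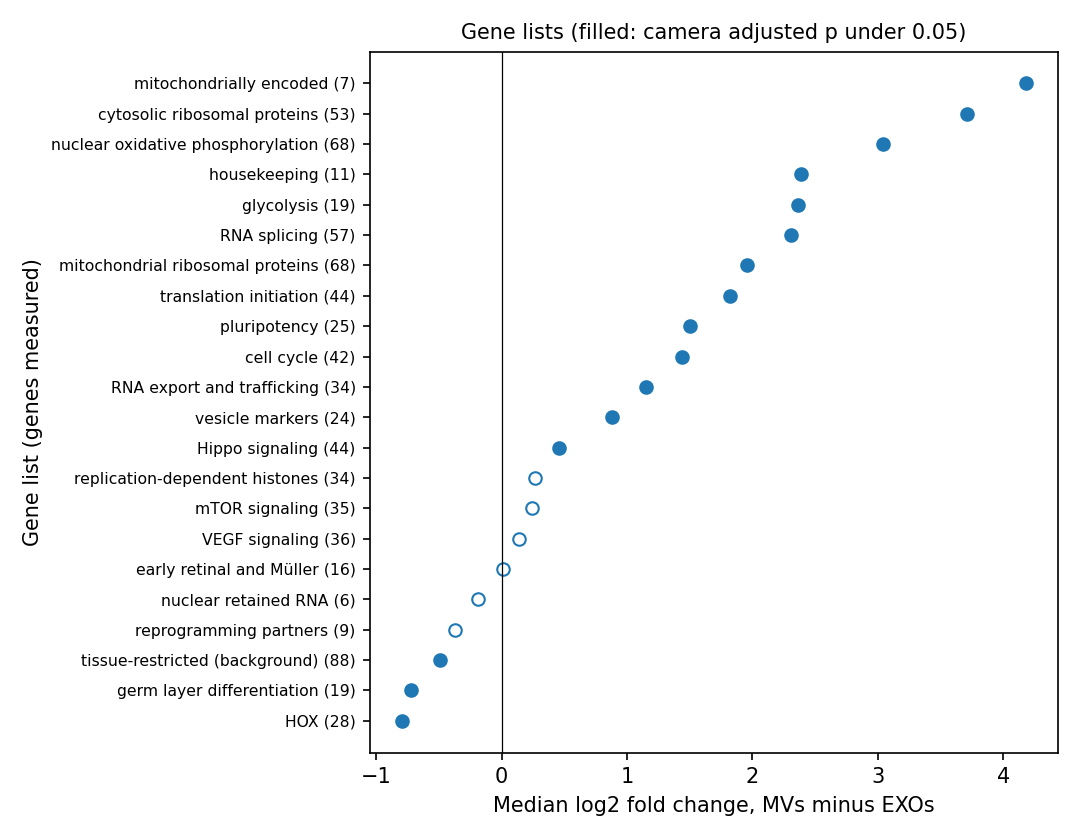
Median log2 fold change, MVs minus EXOs, of each of the 22 gene lists, with filled points for lists with a camera adjusted p under 0.05. Cytosolic ribosomal proteins (3.71) and mitochondrially encoded RNAs (4.18) lie towards MVs and HOX genes (-0.80) towards EXOs, and the order of the lists differs with quantile normalization, where the first is at 1.36 and nuclear oxidative phosphorylation at 2.39. The median of nuclear retained RNA, here -0.19, becomes 0.05 when each array is centred on its median.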

Many of the genes differentially expressed in MVs versus EXOs were grouped according to the function of their expressed proteins, including RNA post-transcriptional modification, cellular growth and proliferation, protein synthesis, cell death and survival, RNA trafficking, embryonic development, and cell to cell signaling. In addition, genes were grouped according to disease type in which they may be involved, i.e., developmental disorders and neurological or ophthalmic diseases (S2 Fig). Furthermore, many of these genes were linked to canonical signaling pathways like EIF2 [22], mTOR [23] and VEGF [24] signaling (S3 Fig), which have a much lower p-value in MVs than in EXOs. In contrast, HIPPO signaling [25] has lower p-value in EXOs than in MVs (S3 Fig).

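Genes of translation initiation, the process that EIF2 signaling controls, were higher in MVs. Of 44 measured, 31 were higher in MVs (33 when adjusted over the list alone) and 13 did not pass the test, with a median log2 fold change, MVs minus EXOs, of 1.82 (camera adjusted p = 1.2e-21). Without the probe sets marked as shared between transcripts, 13 of 37 were higher in MVs and 1 in EXOs, and the median was 0.76. EIF3L (gene ID 51386), a subunit of the initiation factor eIF3, had a signal of 22,518 ± 1,644 (mean ± SD, n = 3 arrays) in MVs and 1,884 ± 197 (n = 3) in EXOs, a 12.0-fold difference. EIF4G2 (gene ID 1982) was 10.8-fold higher in MVs (12,173 ± 467 against 1,132 ± 169), and its log2 fold change of 3.44 was 1.24 with its probe sets averaged. The EXOs signal of EIF4G2 lay under the level of tissue-restricted genes in EXOs (1,181), so that the size of its fold is uncertain. EIF3L had 3.58, or 2.06 with quantile normalization.

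In mTOR signaling, 7 of 35 genes were higher in MVs and 2 were higher in EXOs (8 and 2 when adjusted over the list alone), with a median of 0.24 (camera adjusted p = 0.13; 0.0085 to 0.96 over all alternatives). Camera called the list higher in MVs with the probe sets of a gene averaged (adjusted p = 0.0085) and with every probe set alone (0.032). The median was -0.25 without the shared probe sets, and between 0.064 and 0.37 with 1 replicate left out. Higher in MVs were the translational repressor EIF4EBP1 (3,612 ± 99.4 against 318 ± 229.7 in EXOs) and MLST8 (791 ± 216 against 67.4 ± 46.5), a subunit of the mTOR complexes. Higher in EXOs were the inhibitors of the pathway DEPTOR (log2 fold change -1.02) and TSC2 (-1.53), both chosen after their values were seen. In VEGF signaling, 7 of 36 genes were higher in MVs (9 when adjusted over the list alone) and 29 did not pass the test, with a median of 0.14 (camera adjusted p = 0.057; 0.0054 to 0.34 over all alternatives). Camera called the list higher in MVs with a replicate block (adjusted p = 0.040), median centring (0.036), a floor of 1 (0.048), averaged probe sets (0.047) and no shared probe sets (0.0054), and without MVs replicate 1 (0.042) or EXOs replicate 1, 2 or 3 (0.039, 0.024 and 0.026), while the median was -0.13 with every probe set alone. Among the genes higher in MVs, the transcription factor HIF1A was 3.80-fold higher (6,993 ± 327 against 1,840.4 ± 132). Its log2 fold change was 0.75, under 2-fold, under quantile normalization. The actin crosslinker ACTN1 was 4.39-fold higher (4,897 ± 628 against 1,119.5 ± 169). The EXOs signal of ACTN1 lay under the level of tissue-restricted genes in EXOs (1,181), so that the size of its fold is uncertain.

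Genes higher in MVs made up 70.5% of the translation initiation list, 20.0% of the mTOR list and 19.4% of the VEGF list, against 11.6% of all genes. Fisher's exact test (one-sided) gave an adjusted p of 2.3e-19 for translation initiation and 0.12 for both mTOR and VEGF signaling. Over the alternative settings the adjusted p ranged from 0.017 to 0.74 for mTOR and from 0.019 to 0.39 for VEGF signaling. Both lists passed without EXOs replicate 2 (0.045 and 0.025) and with every probe set alone (0.017 and 0.019). VEGF signaling also passed with floors of 1 (0.029) and 100 (0.049). Among the genes higher in EXOs, Fisher's exact test gave an adjusted p of 1 for all these lists. Only 2.77% of all genes were called higher in EXOs, so few are expected in lists this short and these values decide nothing. The lists were short ones made by hand, not those of the commercial database that the paper used. Apart from a filter on low signals, they were not compared with genes of like signal.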

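Genes of Hippo signaling, which restrains cell growth through the coactivator YAP, were higher in MVs where they differed. Of 44 measured, 11 were higher in MVs (12 when adjusted over the list alone) and 33 did not pass the test, with a median log2 fold change, MVs minus EXOs, of 0.46 (camera adjusted p = 5.2e-04), or 0.11 with the probe sets of a gene averaged, 0.24 without the shared ones and -0.04 with every probe set alone. The members with the smallest p were mostly 14-3-3 proteins, which hold phosphorylated YAP in the cytoplasm. YWHAQ (gene ID 10971) had a signal of 17,334 ± 727 (mean ± SD, n = 3 arrays) in MVs and 2,213 ± 158 (n = 3) in EXOs, and YWHAB (gene ID 7529) 10,024 ± 241 and 1,256 ± 317, an 8.14-fold difference. The log2 fold change of YWHAQ, 2.97, was 1.41 with quantile normalization and 1.60 without the probe sets marked as shared between transcripts. The ubiquitin ligase subunit SKP1 was 5.89-fold higher in MVs (24,368 ± 405 against 4,138 ± 76.0), but with a log2 fold change of 0.59 under quantile normalization and 0.17 without the probe sets marked as shared between transcripts. Genes higher in MVs made up 25.0% of the list, and Fisher's exact test (one-sided) gave an adjusted p of 0.017, with a range of 0.0019 to 0.13 over the alternative settings. The list did not pass that test with quantile normalization (0.13), over genes above the median signal alone (0.052) or with the probe sets of a gene averaged (0.065). Among the genes higher in EXOs the same test gave an adjusted p of 1. This decides nothing, as only 2.77% of all genes were called higher in EXOs and few are expected among 44. The list was made by hand and is not the paper's.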

### Treatment of Müller cells with hESEVs, MVs or EXOs

Experiments were carried out using human unfractionated ESEVs and MVs or EXOs to determine the effects they had on cultured human Müller cells, since we had shown that exposure to mouse ESEVs caused up or down regulation of specific genes in these progenitor cells [11].

#### Müller cells internalize MVs and EXOs

Cultured Müller cells were exposed to DiO-labeled MVs or EXOs for 8, 12, 24 and 36 hours and imaging flow cytometry was used to demonstrate the nanoparticle uptake (Fig 4A). Untreated cells (control) had minimal fluorescence (15,392 ± 307 arbitrary units) measured by the intensity-spot feature of the IDEAS software, whereas the fluorescence inside cells exposed to MVs or EXOs gradually increased as a function of time of incubation. After 8 hours, only a few bright green dots were observable (fluorescence intensity of 42,048 ± 8,210 in MV-treated cells and 43,809 ± 4,709 in EXO-treated cells). Thereafter, the fluorescence intensity increased linearly reaching at 36 hours 92,190 ± 13,127 or 96,037 ± 4,199 in MVs- or EXOs-exposed Müller cells, respectively (Fig 4B). Overall, this experiment showed that Müller cells similarly internalize MVs and EXOs in a time-dependent process. They also internalize hESEVs in the same way (data not shown).

**Fig 4:**
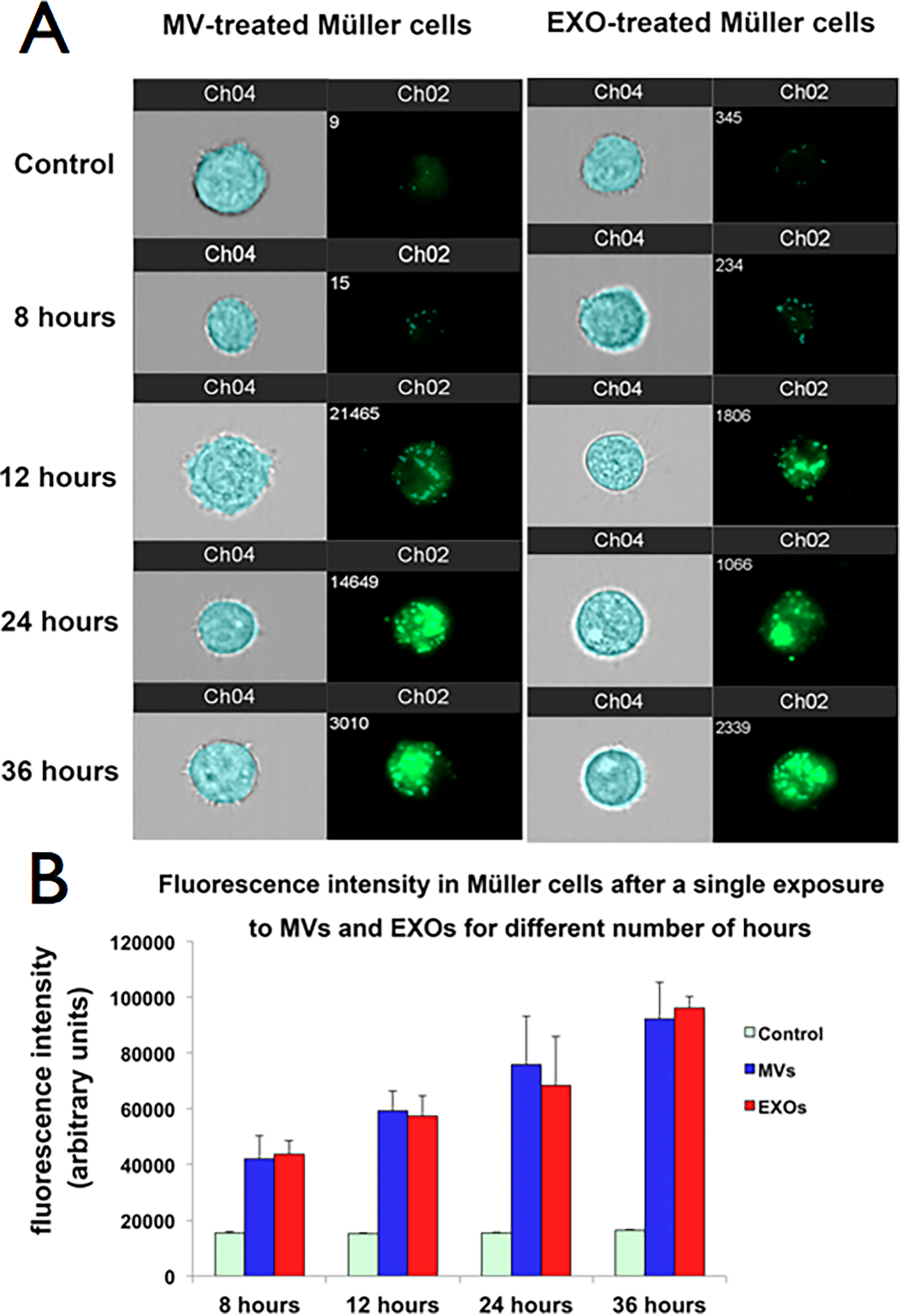
MVs and EXOs uptake by cultured human Müller cells is similar and time dependent. (A) Imaging flow-cytometry of single human Müller cells exposed to MVs or EXOs for 8, 12, 24, and 36 hours. Channel 02 shows the spot fluorescence intensity of the vesicles internalized by the cells and channel 04 the bright field images of the analyzed cells. A representative control cell cultured without exposure to MVs or EXOs is shown at the top of both panels; control cells were also analyzed at each exposure time point. (B) Quantification of the spot fluorescence intensity in human Müller cells after exposure for 8, 12, 24, and 36 hours to DiO-labeled MVs or EXOs. Bars are the mean of fluorescence intensity (arbitrary units) ± SEM. (n = 3).

#### hESEVs induce changes in human Müller cells’ mRNAs

A single exposure of cultured glial progenitor Müller cells to hESEVs for 8, 24, 36 and 48 hours caused transient changes in their levels of *OCT4*, *SOX2*, *PAX6* and *RAX* mRNAs, with maximal effect at 24 hours post-treatment. RT-qPCR measurements showed that compared to untreated Müller cells, *OCT4* mRNA is already elevated 1.7-fold after 8 hours, peaks at 24 hours with a 2.4-fold change and decreases to control levels by 36 hours (Fig 5A). In contrast, *SOX2* mRNA is reduced 2.3-fold after 8 hours of hESEV exposure, reaches its lowest level, 2.6-fold lower than control, at 24 hours and by 36 hours is back to control levels (Fig 5B). Conversely, hESEV treatment of Müller cells had no effect on *NANOG* mRNA levels. (Fig 5C). The mRNAs of early retinal genes *PAX6* and *RAX*, which encode proteins known to be expressed throughout retinogenesis by multipotent retinal progenitor cells [26, 27] are elevated in Müller cells by 1.9- and 6.2-fold, respectively, after 24 hours of hESEV exposure and decrease to control levels by 36 hours (Fig 5D and 5E).

**Fig 5:**
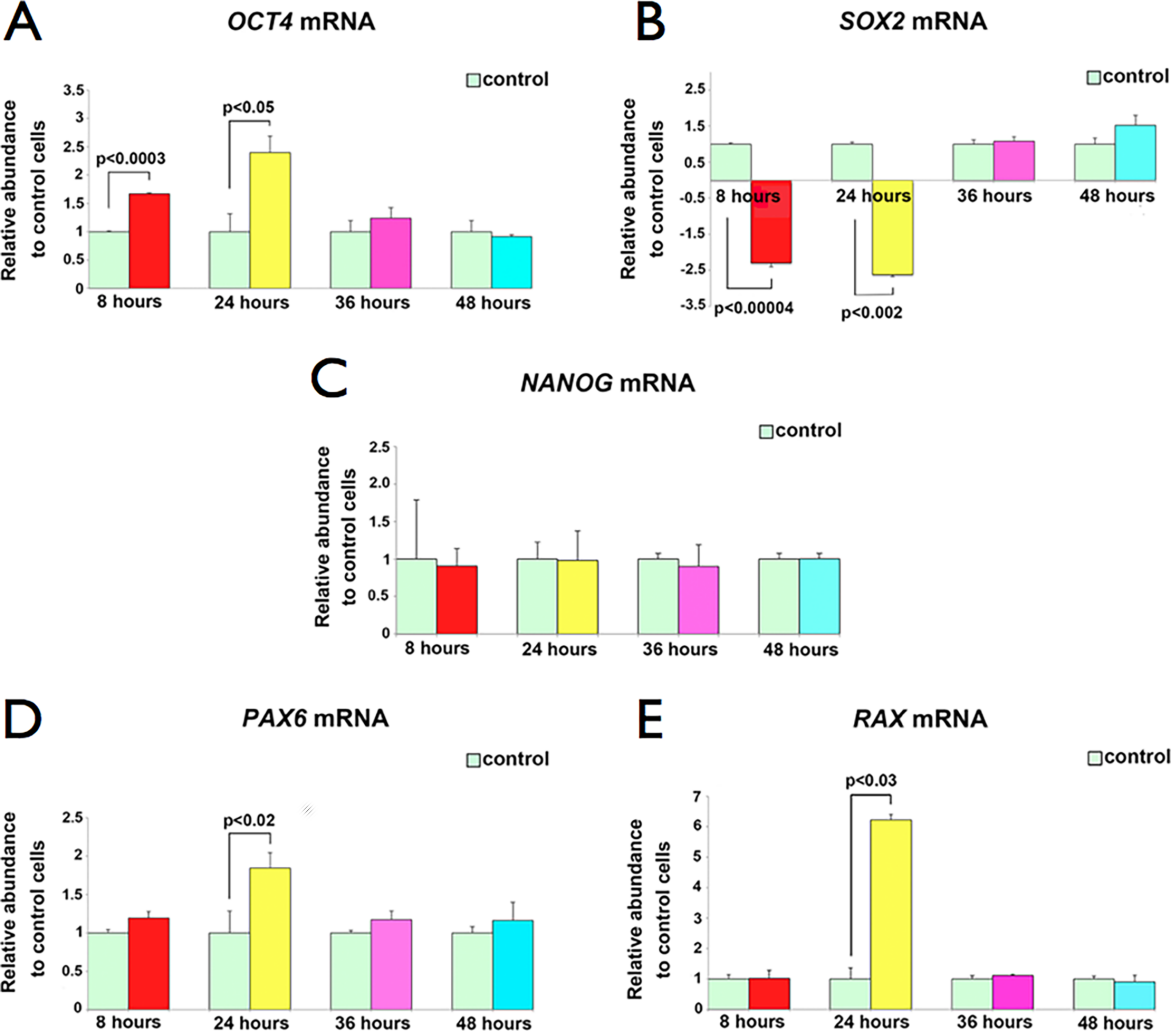
A single exposure to hESEVs changes Müller cells’ pluripotency and early retinal mRNA levels. Bar plots show the fold-change in expression for *OCT4* (A), *SOX2* (B) and *NANOG* (C) and early retinal *PAX6* (D) and *RAX* (E) mRNAs in Müller cells exposed for 8, 24, 36 and 48 hours to hESEVs, compared to expression in control Müller cells that received culture medium changes only (light green bars). All RT-qPCR results were normalized to the corresponding levels of human *GAPDH* mRNA in treated and control Müller cells. Data represent the mean ± SEM, (n = 3). p-values were calculated using the Student’s t-test.

#### A single exposure to hESEVs changes the levels of OCT4 and SOX2 proteins in cultured Müller cells

Western blot analysis corroborated the RT-qPCR results described above. H9 cells were used as positive controls for the expression of OCT4 and SOX2. After 24 hours of exposure to hESEVs, Müller cells expressed higher level of OCT4 than untreated cells (Fig 6A). Quantification of the blot bands using the Odyssey imaging system showed OCT4 increased ~ 2.3 fold in treated cells (Fig 6B). In contrast, SOX2 protein levels in control Müller cells were considerably decreased after 24 hours of hESEV treatment (Fig 6C). This was confirmed by quantification of the Western blot bands, which showed an ~ 2.7-fold lower expression of SOX2 in hESEV-treated Müller cells than in control (Fig 6D).

**Fig 6:**
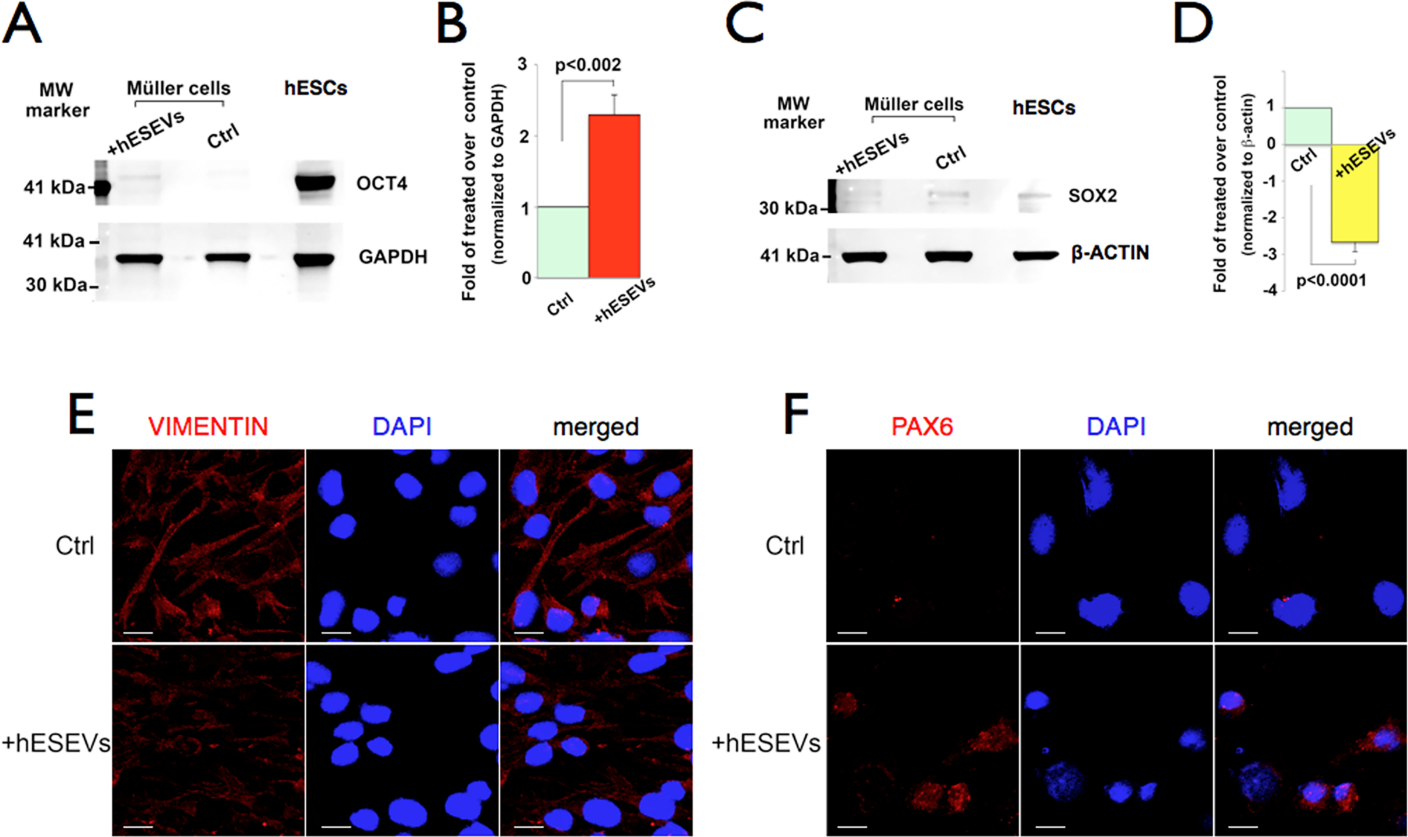
OCT4 and SOX2 protein levels in Müller cells change after 24 hours exposure to hESEVs. Extracts from control and hESEV-treated Müller cells were subjected to Western blot analyses. (A) Representative image of a blot incubated with an OCT4 antibody. The ~42kDa OCT4 protein is mainly detected in hESEV-exposed Müller cells. hESCs: positive control; GAPDH: protein loading control. (B) Quantification of OCT4 bands intensity in control and 24 hours-hESEV-exposed Müller cells, each normalized to the corresponding GAPDH protein levels. Bars show the fold-change in OCT4 protein calculated as the ratio of normalized OCT4 levels in treated and control Müller cells. (C) Representative image of a blot using a SOX2 antibody. A reduced level of the ~35kDa SOX2 protein is detected in hESEV-treated compared to untreated Müller cells. H9 cells: positive control; β-ACTIN: loading control. (D) Same as (B) but SOX2 was normalized with β-ACTIN. In (B) and (D), n = 3. Bars represent the mean ± SEM. p-values were calculated using the Student’s t-test. Ctrl: Control, untreated cells. MW: Molecular Weight. (E and F) Immunocytochemistry of Müller cells after 13 repeated exposures to hESEVs. Confocal microscopy images of control and hESEV-treated Müller cells immunolabeled with antibodies against VIMENTIN (E, red) or PAX6 (F, red). Cell nuclei were labeled with 496-diamidino-2-phenyl-indole (DAPI, blue). Magnification: 40X, scale bar 20 μm for all panels.

#### Repeated treatments with hESEVs induce changes in Müller cells

Immunocytochemistry of human Müller cells subjected to 13 consecutive exposures to freshly isolated hESEVs showed that the treatment induced a decrease in expression of the specific Müller cell-marker VIMENTIN (Fig 6E) and an increase in expression of the early retinal protein PAX6 (Fig 6F), compared to unexposed Müller cells.

#### Only exposure of cultured Müller cells to MVs changes their levels of *OCT4*, *SOX2* and *PAX6* mRNAs. EXOs have no effect

Cultured Müller cells were subjected to a single exposure of MVs or EXOs. Compared to control Müller cells, MVs increased *OCT4* mRNA level by approximately 1.8-fold as early as 8 hours after exposure, reaching 2-fold by 24 hours (Fig 7A). In contrast, *SOX2* mRNA level was reduced 1.9-fold after 8 hours and reached a lower 2.3-fold decrease at 24 hours (Fig 7B). The expression level of the *PAX6* mRNA did not change in the first 8 hours but it increased by 1.9-fold after 24 hours of treatment (Fig 7C). Exposure to EXOs did not have any significant effect on Müller cells *OCT4*, *SOX2* and *PAX6* mRNA levels at 8 or 24 hours (Fig 7A, 7B and 7C). Similarly to what we observed with repeated hESEV treatments, when Müller cells were cultured adding every other day, for 13 times, freshly isolated MVs or EXOs under the same experimental conditions, only those cells exposed to MVs showed by immunocytochemistry decreased expression of VIMENTIN (Fig 7 D) and an increased expression of PAX6 (Fig 7E). Consecutive exposures to EXOs had no effect on VIMENTIN or PAX6 expression in human Müller cells (Fig 7D and 7E).

**Fig 7:**
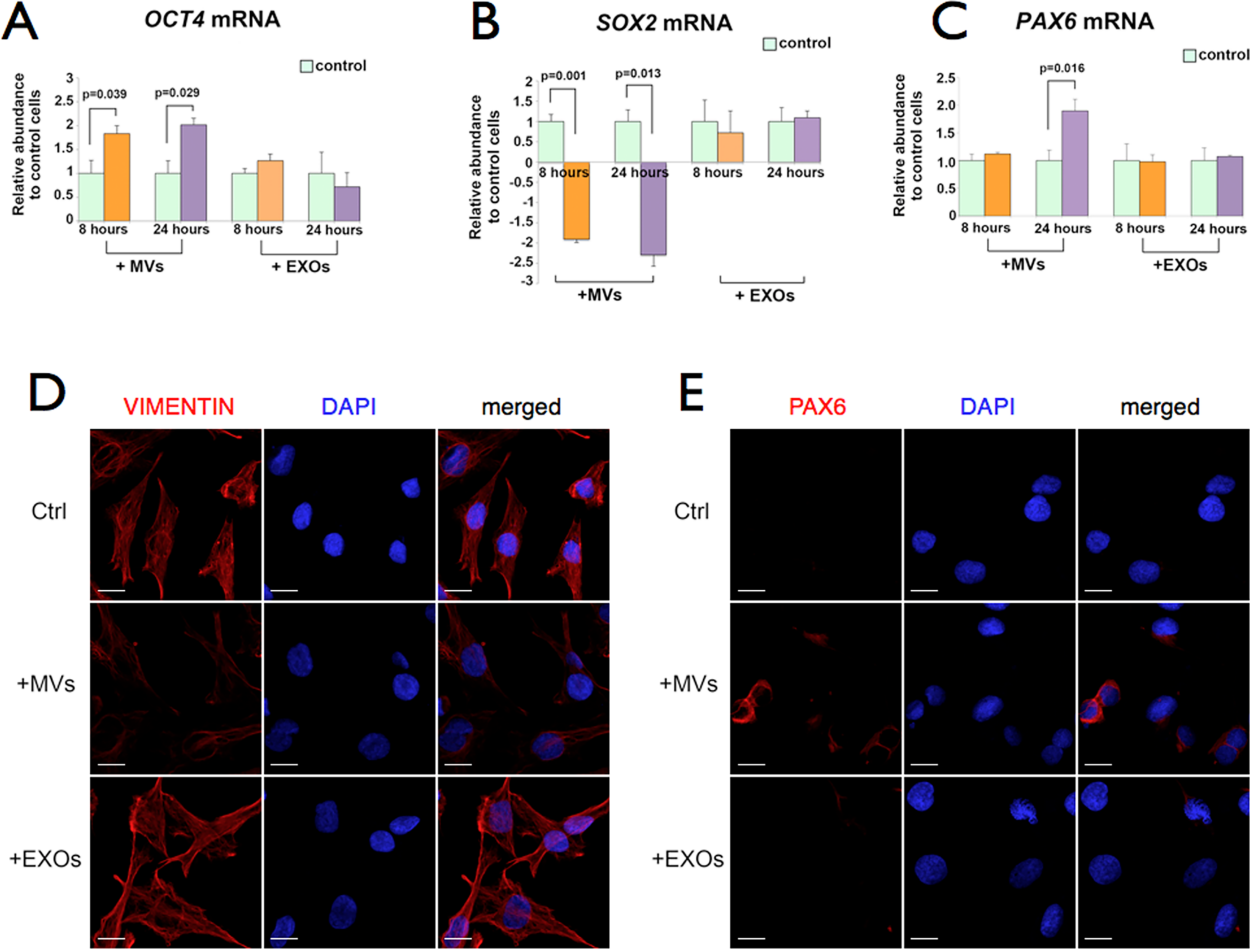
Müller cells’ *OCT4*, *SOX2* and *PAX6* mRNA levels after a single MVs or EXOs treatment. Bar plots show the fold-change in mRNA levels for *OCT4* (A), *SOX2* (B) and the early retinal *PAX6* (C) in Müller cells exposed for 8 and 24 hours to either MVs or EXOs, compared to those in control Müller cells that received culture medium changes only (light green bars). *GAPDH* mRNA was used as a loading control for RT-qPCR. Data are mean ± SEM from 3 independent experiments. Student’s t-test was used to calculate p-values. (D and E) Immunocytochemistry of Müller cells after 13 repeated exposures to MVs or EXOs. Confocal microscopy images of control and MV- or EXO-treated Müller cells immunolabeled with antibodies against VIMENTIN (D, red) or PAX6 (E, red). Cell nuclei were labeled with DAPI. Magnification: 40X, scale bar: 20 μm for all panels.

## Discussion

We had previously demonstrated that mouse ESMVs transfer mRNA, microRNA, and proteins from the cells from which they are released to different recipient cells (i.e, fibroblasts [2] and glial retinal progenitors Müller cells [11]), altering their gene expression, epigenetic state, and ultimately, their cell fate. We now show that human ESC-derived MVs also have a profound effect on Müller cells exposed to them. To obtain these results, we first performed a detailed characterization of hESEVs and the products of their fractionation, MVs and EXOs.

Although we could maintain H9 hESCs cultures undifferentiated through passage 50, as shown by the stable expression of *OCT4*, *NANOG* and *SOX2* mRNAs, the total RNA content of the released hESEVs decreased by passage 46 and, at passage 50, it was about a fourth of that at passages 38–42. These results were consistently reproduced and may indicate either a reduction in the number of hESEVs released from hESCs at late passages or the inability of these cells to keep packing nanovesicles with the same amount of total RNA. Regardless of the mechanism, the hESEV reduced total RNA content could be an early sign of a progressive decrease, over time, in the quality of H9 stem cells. We thus decided to use for our experiments conditioned medium from H9 hESCs up to passage 44.

During development, pluripotent stem cell fate is mainly determined by OCT4 and SOX2, transcription factors that act as molecular switches to activate or repress expression of specific genes. While OCT4 has been shown to be a master regulator of pluripotency that controls lineage commitment [28], the main role of SOX2 in embryonic stem cells is to keep an appropriate level of OCT4 expression [29, 30]. We assessed the ratios in which *OCT4* and *SOX2* mRNAs are in hESCs and hESEVs and found that they are similar. Thus, we hypothesize that *OCT4* and *SOX2* mRNAs from hESCs are packed into hESEVs with no selective enrichment.

hESEVs are heterogeneous in size and contain MVs and EXOs. MVs are between 10 to 40 times larger than EXOs and have significantly longer RNAs than those present in EXOs, which seem to be enriched in miRNAs. We also tried to differentiate MVs from EXOs by Western blot. As MVs are generated through plasma membrane shedding while EXOs originate from multi-vesicular bodies, we hypothesized that some membrane proteins from hESCs would likely be specifically enriched in MVs compared to EXOs. We thus screened several membrane proteins expressed on the surface of H9 ESCs (data not shown) and found that CD90 is only present on MVs, whereas CD9 and CD63, two known EXO markers [31], are exclusively seen on EXOs. Therefore, we adopted CD90 as a marker for H9 hESC-released MVs. Consistent with the literature, we found that CD81 is present in both MVs and EXOs fractions [20, 31].

Microarray analysis indicated that MVs and EXOs have a large number of differentially expressed mRNAs; the majority of them are at much higher levels in MVs than in EXOs. *OCT4*, *SOX2* and *NANOG*, as well as *SLC7A3* and *THY-1* are examples of these mRNAs. On the other hand, *KLF4*, *HOXA3*, *CECR7* and *PI4K2A* mRNAs are expressed at higher level in EXOs than in MVs. The homeobox gene *HOXA3* codes for a DNA-binding transcription factor particularly involved in the process of differentiation from ES cells to embryonic bodies [32], while most of the other genes are important for the normal functioning of the eye and defects in them have been shown to cause disease. For example, the protein product of *SLC7A3* is a sodium-independent cationic amino acid transporter associated with congenital aphakia, a rare eye disease characterized by the complete lack of the lens and iris [33]. *KLF4* encodes a transcription factor that limits retinal ganglion cell axon bundle thickness [34]. *CECR7* is a ncRNA gene associated with Cat Eye Syndrome, a rare condition caused by trisomy or partial tetrasomy in Chromosome 22. *PI4K2A* (phosphatidylinositol 4-kinase IIα) encodes an enzyme involved in the synthesis of PIP_2_, the phospholipid that sustains a large K^+^ conductance providing a major pathway for K^+^ efflux in the retinal pigment epithelium and Müller cells [35].

Müller cells are the principal glial cells in the retina maintaining homeostasis [36]. Spanning across the full thickness of the retina, Müller cells form a scaffold that supports all retinal neurons; in addition, they form the inner and outer limiting membranes as well as intercellular junctions, and allow the establishment of the retina laminar pattern and polarity [37]. It has been shown that these cells do not irreversibly exit the progenitor state, since they re-enter the cell cycle in response to retinal injury and can give rise to new neurons [38, 39]. Thus, Müller cells are dormant progenitor cells and, as such, are important targets for studies of retinal regeneration.

We before demonstrated that exposure of cultured human Müller cells to mESEVs induces morphological and transcriptome changes in these cells and may reactivate the developmental program involved in retinogenesis [11]. In the current study we show that H9 hESC-derived hESEVs have similar effects, the main differences with mESEVs being the amount of mRNAs transferred and the time needed to cause the corresponding changes. For example, after 24 hours of treatment, the *OCT4* mRNA transferred from hESEVs has increased by 2.5 times the *OCT4* mRNA level in non-exposed cells; in contrast, *Oct4* mRNA from mESEVs reaches maximum transfer into Müller cells much faster, at 8 hours of exposure, with peak levels 27-fold higher than in non-exposed cells [11]. Moreover, the transferred mouse *Oct4* mRNA induces an increase in the endogenous human *OCT4* mRNA level of Müller cells similar to that caused by the transferred human *OCT4* mRNA from hESEVs. If translated, this 2.5–fold increase in *OCT4* mRNA may be enough to induce differentiation of Müller cells to other retinal neurons. Furthermore, *SOX2* mRNA levels decrease from those in control, non-exposed cells by 2.5-fold after 24 hours of Müller cells’ treatment, probably allowing for their de-differentiation and, at the same time, helping to control in the cells the level of *OCT4* mRNA expression. These conditions may be optimal for Müller cells re-entry into the cell cycle, which would keep open, if needed, the possibility of proliferation and reactivation of the cells’ retinogenic program.

hESEV-induced changes in Müller cells’ *OCT4* and *SOX2* mRNAs were corroborated by changes in the corresponding proteins. Comparable results were obtained with cultured Müller cells exposed for 24 hours to MVs: *OCT4* mRNA levels increase by 2.0-fold and those of *SOX2* mRNA decrease by 2.3-fold. Conversely, we found that exposure of Müller cells to EXOs does not change the *OCT4* and *SOX2* mRNA levels in the cells. It is noteworthy to point out that despite the different effects MVs and EXOs have on Müller cells, our uptake experiments showed that Müller cells similarly internalize MVs and EXOs. Thus, our results suggest that mRNA transfer into Müller cells by MVs and EXOs primarily depends on their payload rather than in a differential access to the target cell. They also indicate that the effects observed with hESEV treatments of Müller cells are mostly caused by the MVs present in non-fractionated hESEVs.

The increase in *OCT4* and decrease in *SOX2* mRNAs occurring as a result of Müller cell hESEV exposure may enhance the transcription/translation of early retinal genes. Interestingly, endogenous *PAX6* and *RAX* mRNA levels of human Müller cells are increased over those in non-treated cells after 8 hours treatment with mESEVs [11] and after 24 hours exposure to hESEVs. These results possibly indicate the presence of different control mechanisms in mouse and human ESEVs that allow for accumulation or use and degradation of the corresponding mRNAs. In fact, we show by immunocytochemistry that after 13 iterative exposures to freshly obtained hESEVs, while the Müller cell marker VIMENTIN decreases its expression, confirming that the cells are de-differentiating, expression of the early retinal protein PAX6 increases, suggesting the possible trans-differentiation of Müller cells into retinal neuronal precursors. Similar results are observed by exposing the cultured Müller cells to MVs, but not to EXOs, again demonstrating that MVs in hESEVs are responsible for all the effects that we have described. As with mESEVs and in spite of *NANOG’s* presence in hESEVs, we did not find its mRNA transferred into Müller cells after their exposure to hESEVs, suggesting that either the transfer process is selective for mRNAs and *NANOG* is excluded or that *NANOG* mRNA is rapidly degraded once it is in the Müller cells.

## Conclusion

Our results have shown that human embryonic stem cell-derived MVs are responsible for the glial to neuronal trans-differentiation of cultured Müller cells exposed to them. Thus, we ask: What happens in the living retina? Do MVs induce *in vivo* de-differentiation of quiescent glial Müller cell progenitors to a stem cell phenotype, cell cycle re-entry, changes in Müller cell’s microenvironment towards a more permissive state for tissue regeneration and a retinogenic program leading to regeneration? I*n vivo* studies may answer these questions and definitively demonstrate that MVs are promising therapeutic agents for the rescue of degenerating or damaged retinas.

## Supporting information

S1 Fig Expression of pluripotency mRNAs and corresponding proteins in H9 hESCs from passages P38 to P50, and dependence of the total RNA level of released hESEVs on hESCs’ passage number. (A) qPCR measurements show similar levels of pluripotency mRNAs *OCT4*, *SOX2* and *NANOG* in H9 cells at different passages. (B and C) Immunocytochemical detection of pluripotency-maintaining proteins TRA1-81, SOX2, OCT4 and NANOG in H9 hESCs at passages 41 (B) and 50 (C). Upper row: double immunostaining with TRA1-81 (green) and SOX2 (red) antibodies; middle and bottom rows: immunostaining with OCT4 (red) or NANOG (red) antibodies, respectively. Cell nuclei were counterstained with DAPI (blue). Magnification: 10X, scale bar: 200 μm for all panels. (D) Total RNA from hESEVs derived from different H9 hESC passages. All measurements were repeated 6 times. Error bars represent the SEM; p = 0.0008 was determined by statistical analyses using a repeated measures ANOVA model for the overall mRNA level difference across all groups. Significant differences between pairs of samples were determined using the unpaired Student’s t-test and are indicated by the p values shown on the horizontal lines marking the two compared groups.
(TIFF) Click here for additional data file.

S2 Fig Representation of specific cell functions and diseases associated with the 3,724 genes differentially expressed in MVs and EXOs at p<0.05 and fold-change ≥ 2. Significant association versus random change association of these genes with specific cell functions and diseases was tested in the total curated database of gene interactions of over 23,900 human, rat and mouse genes by the Right-tailed Fisher’ exact test (Ingenuity Systems).
(TIFF) Click here for additional data file.

S3 Fig Representation of canonical cell signaling pathways associated with the 3,724 genes differentially expressed in MVs and EXOs at p<0.05 and fold-change ≥ 2. These genes also were tested for significant association versus random change association with canonical cell signaling pathways like EIF2 signaling (regulates both global and specific mRNA translation), mTOR signaling (controls key cellular processes such as cell survival, growth and proliferation), VEGF signaling (regulates vascular development in the embryo) and HIPPO signaling (involved in restraining cell proliferation and promoting apoptosis), in a total curated database of gene interactions of over 23,900 human, rat and mouse genes by Right-tailed Fisher’s exact test (Ingenuity Systems). The orange line indicates the threshold for a significant association.
(TIFF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

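RNA of MVs, EXOs and non-fractionated hESEVs released by H9 human embryonic stem cells was measured on 9 Affymetrix HG-U133 Plus 2.0 arrays, 3 per group. The deposited values hold 54,675 probe sets. The authors summarised the scans with the MAS5 software, whose version is not given, as an intensity per probe set on a linear scale, and scaled each array to a target of 500. The mean of each array without the lowest and highest 2% of its probe sets was 500, signals ran up to 425,624, and no replicates were pooled. The RMA normalization and the software for the paper's own comparison are not part of these values, and since RMA starts from the probe intensities it was not repeated.

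Samples were grouped by the vesicle type that the labels and the paper give. The labels and the paper differ in the spins for hESEVs, and both were kept; the descriptions of the MVs samples also give 200g in place of 300g for the first clearing spin. Replicate numbers were not taken to pair arrays of different vesicle types. Signals under 32 were raised to 32, log2 was taken, and the 62 control probe sets were left out of the tests. Probe sets were paired with genes by the array annotation, and 1,801 probe sets paired with several genes and 11,721 with no single gene were left out of the tests by gene. Gene IDs of 41,037 probe sets were found in the RefSeq table for the human assembly GRCh38.p14, which was used for names only, and no symbol had to be updated. Each of 19,777 genes was represented by the probe set with the highest mean log2 signal over the arrays of the fit.

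MVs were compared with EXOs on their 6 arrays, and hESEVs with each fraction in a fit of all 9, using limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend, two-sided). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a difference of at least 2-fold. The paper's threshold is the same fold and a p-value lower than 0.05, its text names no adjustment, and its statistics section names the unpaired Student's t-test. The 22 gene lists covered pluripotency, reprogramming partners, germ layer differentiation, early retina and Müller cells, HOX genes, cytosolic and mitochondrial ribosomal proteins, translation initiation, mTOR, VEGF and Hippo signaling, RNA splicing, RNA export and trafficking, the cell cycle, glycolysis, nuclear oxidative phosphorylation, mitochondrially encoded RNAs, vesicle markers, housekeeping genes, nuclear retained RNA, replication-dependent histones and tissue-restricted genes. Each was tested with camera of limma at a preset correlation of 0.01, again with an estimated correlation, and with fry, and adjusted over the lists. fry, which tests whether a list moves on balance and does not compare it with other genes, gave an adjusted p under 0.05 for 20 of the 22. The lists for the paper's pathways, with cytosolic ribosomal proteins, were also tested with a one-sided Fisher exact test against all genes, adjusted over those lists. The 3′ and 5′ control probe sets of GAPDH and ACTB were compared by exact permutation.

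Genes are named by a fixed rule: every gene the paper names for these vesicles, the 10 called genes with the largest fold change in each direction whose arrays do not overlap and whose mean lies above the background level (5 for comparisons with hESEVs), and up to 4 members of each list with the smallest p. The values that the paper gives for its genes had been read by then. The background level is the 90th percentile of the tissue-restricted list in the same group. A gene named outside the rule is marked as chosen after its value was seen. OCT4 and HOXA3 were not analysed here.

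The alternatives were other tests (limma without adjustment, the t-test of the paper's statistics section with and without adjustment), quantile normalization, median centring, a shift to the hybridization spike-ins, floors of 1 and 100, a filter on low signals, other ways to use the probe sets of a gene, no trend, a replicate block, other arrays in the fit and each replicate left out. Arrays give no counts, and their number limits the precision. The procedure was tested on simulated data in which 200 of 19,777 genes were changed: 90% were recovered at a log2 fold change of 3 and 48% at 1.5, and 8 unchanged genes were called. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures with matplotlib 3.10.9.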

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

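Of the tests below, those of saturation, of a single proportion and of single probe sets for the mitochondrially encoded RNAs were chosen only after the result was seen. The paper does not report array results for the non-fractionated hESEVs, and these arrays are raised here because they hold signals in data the paper did not analyse. Between hESEVs and MVs 1,725 genes differed, 308 of them higher and 1,417 lower in hESEVs (104 and 1,889 with median centring, 257 and 605 with quantile normalization), and between hESEVs and EXOs 682 genes differed, 648 higher and 34 lower in hESEVs (668 and 127 with quantile normalization). The splits of 6 arrays into 3 and 3 number 10, too few to test a share under 0.05: 1 of 10 splits, the real one, called as many genes for hESEVs and MVs (1,725, highest other 0), 1 of 10 for hESEVs and EXOs (682, highest other 2) and 1 of 10 for MVs and EXOs (2,841, highest other 0), and 2 of 10 called as many gene lists between MVs and EXOs (16, highest other 16).

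In hESEVs 19 genes differed in the same direction from both MVs and EXOs. Over the alternatives this count ran from 1 with the adjusted t-test to 130 with limma without adjustment. It was 8 to 27 with 1 replicate left out. The 5 higher genes were CLHC1, ANP32D, ZNF439, GJB2 and CRISP3, all with a mean log2 signal of at most 5.98 in both fractions, where the value to which low signals were raised is 5. The 14 lower ones include the protease gene LGMN (log2 fold change -2.79 against MVs and -2.46 against EXOs) and UTS2R (-1.99 and -2.28). The signals of these 14 lay under the background level in MVs, EXOs and hESEVs, apart from SEC14L1 and TIMM17B in MVs (log2 9.93 and 9.87 against 9.72). The size of the differences of LGMN and UTS2R is thus uncertain. The arrays of hESEVs enter both comparisons. In simulated arrays without any change, the highest of 100 draws gave 160 such genes at an unadjusted p and 0 at an adjusted p, with a median of 124 at an unadjusted p, against 130 and 19 observed. Independent lists of the sizes called would share 10.1 higher and 2.44 lower genes, against 5 and 14. The lists are not independent, as they share the hESEVs arrays, so these numbers do not exclude chance for the higher or the lower genes. Of 100 splits of the 9 arrays, 3 gave as many as 19, the real one included, but another gave 1,467, which points to a structure of the samples, so this share alone does not exclude chance.

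The mitochondrially encoded RNAs, which were far higher in MVs than in EXOs, had a median log2 fold change, hESEVs minus MVs, of 0.18 over 7 genes (camera adjusted p = 0.38), from -0.52 for ND6 (adjusted p = 0.0076) to 0.30 for ND2 (adjusted p = 0.061). The 4 probe sets not marked as shared between transcripts, of COX2, ND4, ND6 and ATP6, had a median of 0.25 (-0.52 to 0.99). The 0.99 came from ATP6, whose signals of 304 in MVs and 596 in hESEVs lay under the background levels of 841 and 973. The median of these probe sets thus rests partly on a signal not above background. A saturated signal is argued against, since 536 nuclear genes in the same range of MVs signal had a median of -1.58, with 440 lower and 1 higher in hESEVs. If hESEVs held the RNA of MVs and EXOs in one proportion, the share of MVs signal would be alike for all genes, but its median was 1.14 for these RNAs, against a median of 0.230 and a 95th percentile of 0.540 over 1,307 nuclear genes at least 4-fold higher in MVs. Of those nuclear genes, 7 had a share above 1: RNA45SN5, CORT, TMEFF2, HYAL6P, NELL1, PTPRO and RECQL4, chosen after their values were seen. The MVs means of CORT, HYAL6P, NELL1 and RECQL4 (log2 7.66, 8.07, 9.00 and 9.71) lay under the background level of MVs, 9.72. Control probe sets of ribosomal RNA, left out of the tests, were also about as high or higher in hESEVs than in MVs. Chosen after their values were seen, one had 63,683 in MVs, 4,851 in EXOs and 63,263 in hESEVs, and another 9,277, 4,480 and 18,379. No biological explanation was tested, and a difference in preparation stays open. The paper gives a faster and longer pelleting spin for hESEVs than for EXOs. The sample labels give the same pelleting spin for both, but a second clearing spin at 2,800g for EXOs and MVs and none for hESEVs.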

How the results depend on the processing

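The pathway counts under these settings, and the controls with replicates left out, were chosen only after the result was seen. Of the values of named genes under the alternatives, 1,944 kept direction and side of the threshold, 109 lost and 15 gained it, and 34 reversed; of those of gene lists, with the direction that camera gives, 353, 4, 11 and 6, while 15 of 374 medians of lists changed sign, 12 of them with the direction and side of the threshold from camera as before. Of counts and other values, 170 stayed near the original and 44 moved. In the following the cause was not tested, apart from settings with fewer arrays or probe sets. Without probe sets ending in _x_at and _s_at, 1,307 genes were higher in MVs, 943 differed between hESEVs and MVs, 292 between hESEVs and EXOs and 9 from both, and these log2 fold changes reversed: GLUL -1.08, HOXD1 0.57, MYCN -0.23, NACC1 (hESEVs minus MVs) -0.64, NDUFB4 -0.84, NQO2 -0.50, PABPC1 -1.07, PPIA -1.61 and RHEB -0.27. The direction from camera also turned for the lists early retinal (median -0.24) and nuclear retained RNA (median -0.19, as before). THY1, KLF4, GAPDH and ACTB have no other probe set there. With every probe set alone, the counts were 3,949 in MVs, 1,078 in EXOs, 2,892, 1,120 and 5 pathway lists, CD9 had 4.97, NACC1 -0.64 and PAX6 -1.96, and the list of nuclear retained RNA, turned by camera, a median of -0.37. limma without adjustment gave 1,280 genes higher in EXOs, 2,829, 1,455 and 130, the t-test of the methods 899 higher in EXOs and 54 from both, and with adjustment 232, 212 between hESEVs and EXOs and 1. Quantile normalization gave 850 higher in EXOs, 862 between hESEVs and MVs, a PCA share of 70.4%, PPIA -0.36 and RAX 0.074, and median centring 174 and RAX 0.17. The share of genes towards MVs was 80.7%, 71.9% with quantile normalization and 94.0% with median centring. The mean of a gene's probe sets gave 1,106 between hESEVs and MVs, BCAN 0.01, CD9 1.59, KCNQ1OT1 -0.40, MYCN -0.19, PAX6 -0.89 and RHEB -0.0069, and the lists turned by camera were early retinal (median -0.38) and nuclear retained RNA (-0.25). The filter gave 3 from both and histones -0.58, a floor of 100 a PCA share of 72.5% and SOX1 0.31, and fits of only the 2 groups 5 from both. PCA held 73.5% when centred and not scaled and 51.7% over all 9 arrays. The replicate block gave 2,234 in MVs, 401 in EXOs, 1,617, 638 and 10 from both. Arrays with the same number correlated no better than others (r of -0.014 to 0.0050 against -0.013 to 0.014, once group means were removed), and 1 of 9 correlated best with its own number. With each replicate left out, 320 to 472 genes were higher in EXOs, 8 to 27 differed from both, PCA held 81.8% to 82.3%, pathway lists numbered 3 to 5 (5 without EXOs replicate 2), NACC1 ranged from -0.74 to 2.48, PAX6 from -1.48 to 0.80, RAX from -0.36 to 0.34 and SOX1 from -2.31 to 0.88. Of the genes higher in EXOs 24.3% lay above background, and of those higher in MVs 88.0%.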

Differences from the paper's values

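None of these differences rests on a test chosen only after the result was seen, apart from the pathway lists under other settings. The paper reports 31 genes at higher levels in EXOs than in MVs, and 548 were found here. The paper's thresholds are 2-fold and a p-value lower than 0.05 with no adjustment named, and with these thresholds the count was 1,280 from limma and 899 from the t-test. All alternatives set before the data were examined differ from the paper's count, from 174 with median centring and 232 with the adjusted t-test upwards. The paper's 3,243 genes higher in MVs and 3,274 genes in total, given as 3,724 in the legends of its supplementary figures, stand beside 2,293 and 2,841 here, within 1.5-fold. With the paper's thresholds, limma gave 4,002 in total, 2,722 of them higher in MVs, and the t-test 3,319, of which 2,420 and 899 were higher in MVs and EXOs. The count for MVs was not within 1.5-fold with the adjusted t-test (1,655), the filter on low signals (1,901) or averaged probe sets (1,769). The same held with no shared probe sets (1,307), no trend (2,107) or without MVs replicate 1, 2 or 3 (1,881, 1,869 and 1,925). The total was not within 1.5-fold of 3,274 or 3,724 with the adjusted t-test (1,887) or no shared probe sets (1,746). With every probe set alone (5,027) it was not within 1.5-fold of 3,274. It was not within 1.5-fold of 3,724 with the filter (2,316), averaged probe sets (2,205) or without MVs replicate 1, 2 or 3 (2,324, 2,320 and 2,397). SLC7A3 is 13.1-fold higher in MVs in the paper and 7.97-fold here, with an EXOs signal, as for THY1, under the level of tissue-restricted genes, so that the size of the fold is uncertain. Of the alternatives set before the data were examined, median centring (9.38-fold) and leaving out EXOs replicate 3 (9.50-fold) come within 1.5-fold of the paper's value, and the others, from 5.67-fold to 8.41-fold, do not. The paper also measured SLC7A3 by RT-qPCR and describes that fold as similar to its array value. THY1 is 2.8-fold higher in MVs in the paper and 6.34-fold here. Of the alternatives set before the data were examined, the mean of its probe sets (2.89-fold) comes within 1.5-fold of the paper's value, and the others, from 5.04-fold to 8.32-fold, do not. Taken alone, 1 other probe set of THY1 gave 2.91-fold and another 1.31-fold, which was not called.

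The paper places PI4K2A and CECR7 among the genes higher in EXOs. PI4K2A was 1.93-fold higher here and was not called. It was called with quantile normalization (log2 fold change -1.32), with the mean of its probe sets (-1.03), without probe sets ending in _x_at and _s_at and with every probe set alone (-1.59 in both), without MVs replicate 1 (-1.06) or 2 (-1.01) and without EXOs replicate 1 (-1.03). CECR7 was 1.82-fold higher in EXOs and was called under no alternative run for single genes. Its signals, 172 in MVs and 300 in EXOs, lay under the background levels of 841 and 1,181, so that the size of its fold is uncertain. SOX2, NANOG and KLF4 had the paper's direction and were called, at 3.69-fold, 2.92-fold and 2.24-fold, beside the paper's 5.5, 3.3 and 2.0. The paper finds Hippo signaling with a lower p-value in EXOs than in MVs. Here 11 of 44 genes of a list made by hand, which is not the paper's list, were higher in MVs. The adjusted p was 0.017 (Fisher exact test, one-sided), and 1 for EXOs. Only 2.77% of all genes were called higher in EXOs, so few are expected among 44 and the value for EXOs decides nothing. This is not the paper's test, and no conflict with it is concluded. The paper finds a lower p-value in MVs than in EXOs for EIF2, mTOR and VEGF signaling, and here the adjusted p for MVs was 2.3e-19 for translation initiation and 0.12 for mTOR and VEGF signaling, with 1 for EXOs in each. These lists were also made by hand, with the same limit for EXOs.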

Other observations

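Of what follows, the gene lists in hESEVs, the copies of OCT4 and the tests of signal level and of the authors' scaling were chosen only after the result was seen. Compared with MVs, hESEVs had lower levels of many nuclear genes that were high in MVs, whereas the mitochondrially encoded RNAs had a median of 0.18. RDX, a linker of actin to the membrane, had a log2 fold change, hESEVs minus MVs, of -4.18 (standard error 0.10, adjusted p = 2.7e-09 from limma, two-sided) and 4,149.6 ± 332 (mean ± SD, n = 3 arrays) in hESEVs against 75,156 ± 2,596 in MVs, and -1.65 with its probe sets averaged. UQCRC1 (-4.58), IQGAP2 (-3.83, or -1.90 with its probe sets averaged and -2.14 with quantile normalization) and the chaperonin subunit CCT7 (-3.83) were lower too. Of 53 cytosolic ribosomal proteins, 51 were lower in hESEVs than in MVs (median -1.55) and 50 were higher than in EXOs (median 2.15), and of 68 nuclear genes of oxidative phosphorylation, 50 were lower than in MVs (median -1.41) and 46 higher than in EXOs (median 1.53). Pluripotency genes had a median of -1.16 against MVs, with 12 lower, and 0.37 against EXOs, with 2 higher. Higher in hESEVs than in MVs was the casein gene CSN1S1 (2.56, standard error 0.39, adjusted p = 0.0011), and higher than in EXOs were NDUFA13 (4.64) and ND4 (4.72). The EXOs signal of NDUFA13 lay under the background level of EXOs (1,181), so that the size of its difference is uncertain. The median over all genes was 0.15 against MVs and -0.00 against EXOs. The difference between the 3′ and 5′ controls, hESEVs minus MVs, was -0.49 for GAPDH and -1.33 for ACTB, and hESEVs minus EXOs 0.38 and 0.63 (exact permutation test, two-sided, p = 0.1 for each, the smallest possible).

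Of 6 nuclear retained RNAs, MALAT1 alone was higher in MVs than in EXOs (1 when adjusted over the list alone), with 11,289.8 ± 611 against 519 ± 107, but its log2 fold change of 4.46 became 0.52 when its probe sets were averaged and 0.28 without the probe sets marked as shared. That list had a median of -0.19 but a mean of 0.56, and camera gave the direction of the mean (adjusted p = 0.56). Of 34 replication-dependent histones, whose mRNAs lack a poly(A) tail, H4C11 was higher in MVs (1,593 ± 358 against 119 ± 66.5; 1 gene when adjusted over the list alone), with a median of 0.26 (adjusted p = 0.40). The copies of OCT4 in the genome, POU5F1B, POU5F1P3 and POU5F1P4, were 4.55-fold, 5.61-fold and 5.59-fold higher in MVs, with probe sets that are marked as shared between transcripts. The EXOs signals of POU5F1P3 (832) and POU5F1P4 (984) lay under the background level of EXOs (1,181), so that the size of their folds is uncertain.

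The 548 genes higher in EXOs than in MVs had a median signal of 901 in EXOs and 366 in MVs, where the tissue-restricted list had 412 and 289.8. The authors' scaling of every array to one target of 500 stays open. With the arrays matched on 18 spike-in probe sets, 72.4% of these genes were still called. This matching moved the groups by a log2 shift of 0.04, too little to decide. With each array centred on its median, a shift of 0.23, 31.8% were still called. The count of genes higher in EXOs was 174 with this centring, but 850 with quantile normalization. Higher signal of no specific transcript on the EXOs arrays stays open too: 24.3% of these genes lay above the background level, between the bounds set for and against it, which were themselves set after this value was seen, and 4.55% of the tissue-restricted genes were called against 2.77% of all genes. A true enrichment of these RNAs in EXOs was not tested apart from this, and these explanations cannot be told apart at these signal levels.

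Of the 500 genes with the highest MVs signal, 436 were called higher in MVs and 64 were not. Among the 64 were COLCA1 (94,600.2 ± 6,667 in MVs and 113,622 ± 7,819 in EXOs), TRIM4 (log2 fold change -0.65, adjusted p = 0.0072) and ZNF721 (0.30, adjusted p = 0.13). These were chosen after their values were seen. The median log2 fold change of the 64 was -0.15, and their median EXOs signal was 10,727 against 1,392 for the 436. Of these 64, 79.7% had a probe set with the suffix _x_at, which marks probes that may bind other transcripts, against 20.9% of the 436 (Fisher exact test, two-sided, p = 4.5e-20). If binding of other transcripts were the cause, the other probe sets of the same genes should be higher in MVs, and 39 of them from 28 genes had a median log2 fold change of 0.80 (quartiles 0.11 and 1.22), between the bounds fixed for and against it, with 13 called higher in MVs, while the median was 2.26 over 219 other probe sets of the 436. Binding of other transcripts and transcripts truly as high in EXOs cannot be told apart, as that median lies between the bounds.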
